# ETO family protein Mtgr1 mediates Prdm14 functions in stem cell maintenance and primordial germ cell formation

**DOI:** 10.7554/eLife.10150

**Published:** 2015-11-02

**Authors:** Nataliya Nady, Ankit Gupta, Ziyang Ma, Tomek Swigut, Akiko Koide, Shohei Koide, Joanna Wysocka

**Keywords:** epigenetic, primordial Germ Cells, embryonic stem cell, genomic, monobody, X-ray crystallography, Mouse

## Abstract

Prdm14 is a sequence-specific transcriptional regulator of embryonic stem cell (ESC) pluripotency and primordial germ cell (PGC) formation. It exerts its function, at least in part, through repressing genes associated with epigenetic modification and cell differentiation. Here, we show that this repressive function is mediated through an ETO-family co-repressor Mtgr1, which tightly binds to the pre-SET/SET domains of Prdm14 and co-occupies its genomic targets in mouse ESCs. We generated two monobodies, synthetic binding proteins, targeting the Prdm14 SET domain and demonstrate their utility, respectively, in facilitating crystallization and structure determination of the Prdm14-Mtgr1 complex, or as genetically encoded inhibitor of the Prdm14-Mtgr1 interaction. Structure-guided point mutants and the monobody abrogated the Prdm14-Mtgr1 association and disrupted Prdm14's function in mESC gene expression and PGC formation in vitro. Altogether, our work uncovers the molecular mechanism underlying Prdm14-mediated repression and provides renewable reagents for studying and controlling Prdm14 functions.

**DOI:** http://dx.doi.org/10.7554/eLife.10150.001

## eLife digest

In animals, there are many different types of cells that perform different roles. For example, stem cells divide to produce new cells that may then become other types of cells such as muscle or skin cells. Most stem cells can only produce a limited range of other cell types, except for a subset known as ‘pluripotent’ stem cells that can give rise to cells of any type in the body.

A protein called Prdm14 helps to keep stem cells in a pluripotent state. In mouse embryos, Prdm14 binds to and represses particular genes that promote a process by which the stem cells can change into other cell types. If Prdm14 is missing from pluripotent stem cells, these cells become more sensitive to signals that encourage them to become other types of cells, which can lead to the loss of pluripotency. Prdm14 contains a region called the SET domain. In other proteins, this domain can alter how DNA is packaged to help switch particular genes on or off. However, such activity has not been found for the SET domain of Prdm14, raising questions about how it actually works.

Here, Nady, Gupta et al. show that Prdm14 tightly interacts with a protein called Mtgr1, which belongs to a family of proteins known to be involved in leukemia. The loss of Mtgr1 also leads to the loss of pluripotency in mouse stem cells and disrupts the formation of reproductive stem cells. Furthermore, Mtgr1 binds to the same genes as Prdm14. Next, Nady, Gupta et al. made synthetic proteins, termed monobodies, that bind to the Prdm14 SET domain. One such monobody enabled the authors to determine the three-dimensional structure of Prdm1 and Mtgr1, which revealed that the SET domain of Prdm14 has many points of contact with Mtgr1. Importantly, interaction between the two partners is crucial for these proteins to maintain pluripotency and promote the production of reproductive stem cells.

Altogether, these findings identify Mtgr1 as a key binding partner of Prdm14 in pluripotent stem cells and uncover a role for the SET domain in this interaction. A future challenge will be to understand the roles of these proteins in leukemia and other diseases.

**DOI:** http://dx.doi.org/10.7554/eLife.10150.002

## Introduction

Prdm14 is a sequence-specific transcriptional regulator that plays key roles in promoting primordial germ cell (PGC) specification and safeguarding pluripotency of embryonic stem cells (ESCs) (Nakaki and Saitou, 2014). During mouse embryogenesis, Prdm14 is expressed in preimplantation embryos, where its asymmetric expression promotes allocation of cells toward the pluripotent inner cell mass (ICM) fate (Burton et al., 2013; Nakaki and Saitou, 2014). Prdm14 expression ceases in postimplantation epiblast cells and their differentiated progeny. However, during PGC specification from the epiblast, cells reacquire many transcriptional and epigenetic characteristics of the preimplantation state, and Prdm14 is re-expressed along with several other pluripotency-associated factors (reviewed in [Magnúsdóttir and Surani, 2014; Saitou et al., 2012]). The loss of Prdm14 in mice results in sterility associated with early germ cell deficiency, as cells fated to become PGCs fail to reacquire expression of key pluripotency factors and undergo epigenetic reprogramming (Yamaji et al., 2008). Furthermore, overexpression of Prdm14 in epiblast-like cells (EpiLCs) is sufficient to induce PGCs in vitro (albeit with low frequency), suggesting a central role of Prdm14 in the mouse PGC regulatory network (Magnúsdóttir et al., 2013; Nakaki et al., 2013). Furthermore, Prdm14 is repressed in normal somatic tissues but is aberrantly reactivated in human malignancies of various tissue origin, including leukemias and lymphomas, breast, testicular, and lung cancers (Carofino et al., 2013; Dettman et al., 2011; Nishikawa et al., 2007; Ruark et al., 2013; Zhang et al., 2013).

Given the poor accessibility and transient nature of preimplantation embryo cells and PGCs in vivo, mechanistic studies of Prdm14 function in early development have been chiefly conducted in the context of mouse ESCs (mESCs). These cells represent a so-called 'naïve' pluripotent state, thought to resemble preimplantation embryo ICM and serve as a useful system for understanding early cell fate decisions (Nichols and Smith, 2009). Loss of Prdm14 destabilizes mESCs and sensitizes them to differentiation stimuli, leading to acquisition of alternative embryonic states, such as the postimplantation epiblast state or extraembryonic endoderm state, and eventual depletion of the naïve cell subpopulation (Ma et al., 2011; Yamaji et al., 2013). The differentiation in Prdm14^−/−^ cells is thought to result from upregulation of signaling pathways such as the fibroblast growth factor receptor (FGFR) pathway and by widespread DNA hypermethylation (Grabole et al., 2013; Hackett et al., 2013; Leitch et al., 2013). Indeed, genome-wide Prdm14 occupancy studies by chromatin immunoprecipitation with sequencing (ChIP-seq) suggest that these are direct effects of the loss of Prdm14, as Prdm14 occupies and represses the regulatory elements of genes involved in FGFR signaling and de novo DNA methylation (Leitch et al., 2013; Ma et al., 2011; Magnúsdóttir et al., 2013; Yamaji et al., 2013). Nonetheless, Prdm14^−/−^ mESCs can be maintained indefinitely under 2i conditions (Grabole et al., 2013; Payer et al., 2013; Yamaji et al., 2013), in which differentiation stimuli, including FGFR signaling, are chemically inhibited, providing an opportunity to study the early effects of Prdm14 deficiency upon release from such inhibition.

Although the cellular and molecular phenotypes associated with loss of Prdm14 in mESCs have been well characterized, much less is known about molecular mechanisms and partners through which Prdm14 acts. As a member of the PRDM family, Prdm14 contains both a zinc-finger array, responsible for sequence-dependent DNA binding (Ma et al., 2011), and a PR domain that is related to the SET domain (Su(var)3–9, Enhancer-of-zeste and Trithorax) (Fog et al., 2012; Hohenauer and Moore, 2012). Many SET domains harbor methyltransferase activity for either histone or non-histone substrates (Del Rizzo and Trievel, 2011). However, to date, no enzymatic activity has been reported for Prdm14, and interestingly multiple members of the PRDM family appear to be catalytically inactive. Instead, candidate-based co-immunoprecipitation studies implicated Polycomb complex PRC2 as a mediator of Prdm14-dependent repression (Chan et al., 2013; Yamaji et al., 2013). Nonetheless, it remains unclear whether PRC2 is a major or auxiliary partner of Prdm14, and what other molecular players are important for Prdm14's function.

To address these questions, we used an unbiased biochemical approach to uncover major Prdm14-associated proteins in mESCs. We identified an ETO-family corepressor, myeloid translocation gene related 1 (Mtgr1, a.k.a. Mtg8r, Cbfa2t2, and Zmynd3), as a direct, stoichiometric partner of Prdm14. We demonstrate that Mtgr1 co-occupies Prdm14 target loci, and its deletion in mESCs results in phenotypes and gene expression defects similar to those observed upon loss of Prdm14. Moreover, Mtgr1 knockout cells show impaired induction of PGC-like cells in vitro. To further facilitate studies of the Prdm14-Mtgr1 complex, we mapped interaction domains and developed multiple synthetic binding proteins, termed monobodies, that specifically recognize the SET domain of Prdm14 in a manner independent of, or alternatively, competitive with Mtgr1. Taking advantage of the stabilizing effect of one such monobody, we obtained a crystal structure of the Prdm14-Mtgr1 complex, revealing an extensive interface and electrostatic interactions mediating the association of the two proteins. Furthermore, structure-guided mutagenesis of the interface and the use of an inhibitory monobody demonstrated the function of the complex in safeguarding pluripotency and PGC-like cell induction. Altogether, we report a multi-disciplinary study that advances our understanding of Prdm14 function, identifying Mtgr1 as the major partner of Prdm14 in its roles in pluripotency and PGC induction, and providing the community with renewable, genetically encoded reagents that can be used both in vitro and in vivo to study and control Prdm14 function in development and malignancy.

## Results

### Identification of Mtgr1 as a novel Prdm14 partner

To identify Prdm14 partners in an unbiased manner, we employed a two-step immunopurification strategy (FLAG followed by HA [FH]) from a previously described clonal mESC transgenic line stably expressing tagged FH-Prdm14 (Ma et al., 2011). Examination of recovered proteins by sodium dodecyl sulfate polyacrylamide gel electrophoresis (SDS-PAGE) and silver staining revealed two major polypeptides that were present in similar quantities in the FH-Prdm14 purifications, but not in the control immunoprecipitates (Figure 1A). These polypeptides were subsequently identified by mass spectrometry as Prdm14 and Mtgr1 (Figure 1A, Figure 1—source data 1), the latter of which is one of the three members of the ETO family of co-repressors (Davis et al., 2003). Mass spectrometry analysis also identified additional polypeptides enriched uniquely in the FH-Prdm14 purifications, including the other two ETO proteins Mtg8 and Mtg16, their known repressive complex partners Tbl1/Tblr1 and histone deacetylases (HDACs), as well as Brg1 complex components and Oct4, among others (Figure 1—source data 1). Of note, we did not detect components of the Polycomb complex PRC2 (Chan et al., 2013; Yamaji et al., 2013).

**Figure 1.**
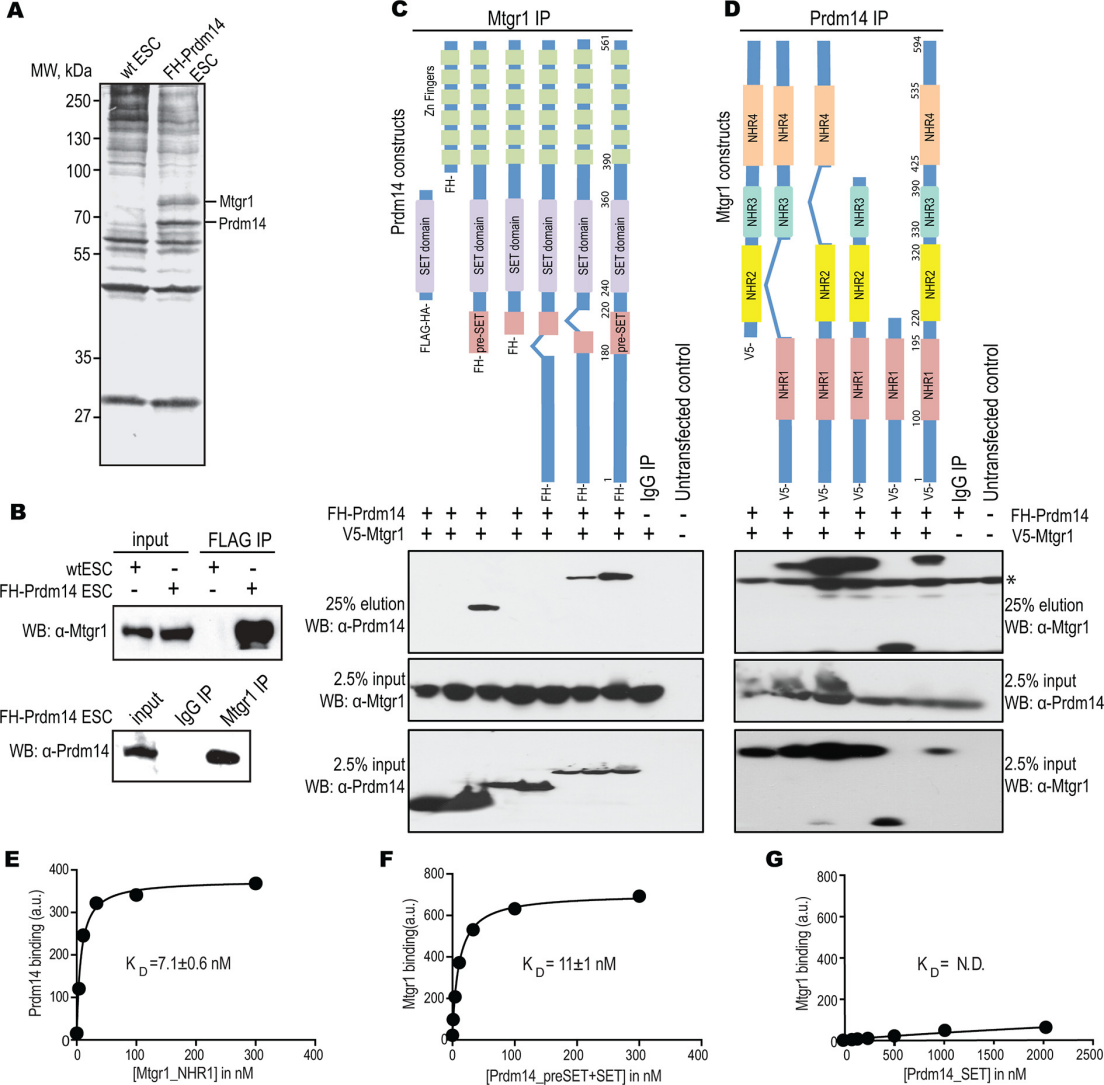
Prdm14 directly binds to the ETO family protein, Mtgr1. (**A**) Two-step immunoaffinity purification of Prdm14-associated proteins. FLAG–HA immunoprecipitations were performed from wild-type (wt) or FH-Prdm14 mESC extracts, followed by visualization of polypeptides by SDS-PAGE-silver stain and mass spectrometry identification. Polypeptides corresponding to Mtgr1 and Prdm14 are highlighted. (**B**) Reciprocal Mtgr1 and Prdm14 co-immunoprecipitations from FH-Prdm14 mESCs. (**C**, **D**) Identification of the Prdm14-Mtgr1 interaction regions. Co-immunoprecipitations were performed in HEK293 cells transfected with full-length V5-tagged Mtgr1 and distinct FH-Prdm14 constructs (****C****) or full-length FH-Prdm14 and distinct V5-Mtgr1 constructs (****D****), as indicated in the top diagrams; co-immunoprecipitated proteins were visualized by immunoblotting with α-HA (Prdm14) and α-V5 (Mtgr1) antibodies (top left and right panels, respectively). Tagged Prdm14 and Mtgr1 levels in the input extracts are shown in the bottom panels. (**E**) Recombinant biotinylated Prdm14 (pre-SET+SET) was immobilized on streptavidin-coated beads and incubated with recombinant Mtgr1 (NHR1), and changes in fluorescence (SAV-Dylight650) were measured. (**F, G**) Recombinant biotinylated Mtgr1 (NHR1) was immobilized on streptavidin-coated beads and incubated with (****F****) Prdm14 (pre-SET+SET) or (****G****) Prdm14 (SET) and changes in fluorescence (SAV-Dylight650) were measured. The error bars and the errors for the *K*_D_ values are the standard deviation (n = 3). The curves show the best fit of the 1:1 binding model using the GraphPad software. * indicates non-specific bands. HEK, human embryonic kidney; Mtgr1, myeloid translocation gene related 1; MW, molecular weight marker; NHR1, nervy homology region 1. N.D., not determined. **DOI:** http://dx.doi.org/10.7554/eLife.10150.003 10.7554/eLife.10150.004Figure 1—source data 1.List of proteins recovered from the Prdm14 IP-MS experiment.**DOI:** http://dx.doi.org/10.7554/eLife.10150.004

**Figure 1—figure supplement 1.**
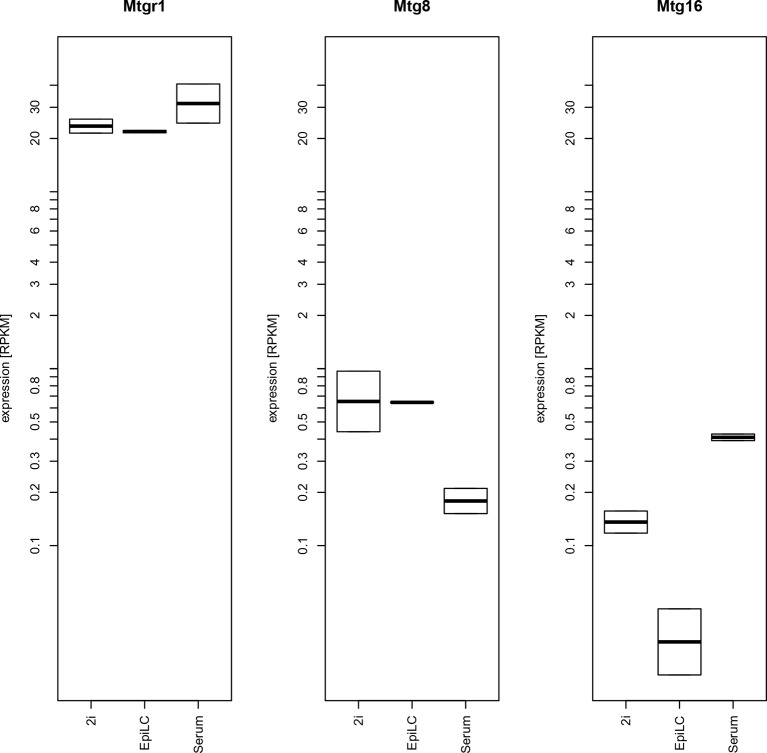
Expression levels of mRNAs encoding ETO proteins. Plotted are RPKM values for Mtgr1, Mtg1 and Mtg16 obtained in RNA-seq experiments from mESC grown under serum+LIF or 2i+LIF conditions or from EpiLCs. EpiLCs, epiblast-like cells; LIF, leukemia inhibitory factor; mESC, mouse embryonic stem cell; Mtgr1, myeloid translocation gene related 1; RNA-seq, RNA sequencing; RPKM, reads per kilobase of exon per million reads mapped. **DOI:** http://dx.doi.org/10.7554/eLife.10150.005

Mtgr1 was the major polypeptide identified in our analysis and its stoichiometric recovery in our purifications indicated it might represent a strong and direct partner of Prdm14. To confirm this, we first verified Prdm14 and Mtgr1 association using reciprocal co-immunoprecipitations from mESC nuclear extracts (Figure 1B). Next, we mapped the minimal regions within Prdm14 and Mtgr1 that were required for the interaction by overexpressing differentially-tagged proteins (V5-Mtgr1 and FH-Prdm14) in HEK293 cells, followed by IP-Western analysis (Figure 1C, D). This strategy revealed that the nervy homology region 1 (NHR1) domain of Mtgr1 was necessary and sufficient for the interaction with Prdm14, whereas both Prdm14 SET domain and the region directly preceding it (pre-SET) were important for efficient binding to Mtgr1 (Figure 1C, D). To quantify the strength of the Prdm14–Mtgr1 interaction, we next expressed and purified recombinant proteins corresponding to the NHR1 domain of Mtgr1 (residues 98–206) and pre-SET+SET domains of Prdm14 (residues 184–373), and performed a bead-based binding assay in reciprocal orientations (Nishikori et al., 2012). The obtained binding measurements yielded a dissociation constant (*K*_D_) in the low nanomolar range (Figure 1E and F), which is consistent with a robust, direct interaction between the two proteins. On the other hand, the binding of the Prdm14 SET domain alone (residues 232–373) to the Mtgr1 NHR1 domain was barely detectable (Figure 1G), further supporting that both pre-SET and SET domains are required for the high affinity interaction with Mtgr1.

Altogether, our approach identified an ETO protein Mtgr1 as a novel, direct partner of Prdm14 in mESCs. While the ETO proteins, especially Mtg8 (a.k.a. ETO), have been studied in the context of acute myeloid leukemias (AML) (reviewed in Hatlen et al., 2012), their function in ESCs and during early embryogenesis has not been explored. Notably, all three ETO family members have the capacity to interact with Prdm14 (not shown), but the high expression of Mtgr1 in mESCs compared with Mtg8 and Mtg16 (Figure 1—figure supplement 1) likely accounts for the preferential recovery of Mtgr1 in our experiments and suggests that this family member may be most relevant in the context of mESCs. 

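The expression of the ETO family members was taken from the RNA-seq libraries of wt mESCs, for which the authors deposited RPKM values. Cbfa2t2, the gene that encodes Mtgr1, was at 40.7 RPKM in the single wt serum+LIF library, whereas Runx1t1 (Mtg8) was at 0.152 RPKM and Cbfa2t3 (Mtg16) at 0.427 RPKM. In the pair of wt 2i+LIF libraries, Cbfa2t2 was at 25.7 and 21.4 RPKM, Runx1t1 at 0.440 and 0.968 RPKM, and Cbfa2t3 at 0.118 and 0.157 RPKM. Cbfa2t2 made up 98.6% of the summed RPKM of the 3 genes in serum+LIF, and 97.9% and 95.0% in the 2i+LIF libraries. Without the correction for gene length, the share was 98.1% in serum+LIF, and 97.1% and 93.3% in the 2i+LIF libraries. The serum+LIF value has no replicate.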

We therefore proceeded to explore the functional significance of the Prdm14–Mtgr1 interaction in mESC biology.

### Prdm14 and Mtgr1 co-occupy genomic targets

Prdm14 is a sequence-dependent DNA-binding protein that binds many genomic loci in mESCs, corresponding primarily to distal regulatory elements, whereas ETO proteins do not contain domains implicated in direct DNA sequence recognition (Rossetti et al., 2004, 2008). To examine whether Mtgr1 is brought to genomic targets occupied by Prdm14, we performed Mtgr1 ChIP coupled with high-throughput DNA sequencing (ChIP-seq) from wt mESCs, *FH-Prdm14* overexpressing mESCs, and as a control for antibody specificity, *Mtgr1^−/−^* mESCs (generation of which is described in more detail later), cultured for 5 days under serum+leukemia inhibitory factor (LIF) conditions. In parallel, we profiled Prdm14 occupancy by performing ChIP-seq analysis from *FH-Prdm14* cells, using an anti-HA antibody due to the unavailability of ChIP-grade Prdm14 antibodies. Overall, we identified ~ 8000 Mtgr1 peaks present in both *FH-Prdm14* and wt mESCs, but absent in *Mtgr1^−/−^* mESCs. These bound sites include loci known to be occupied and repressed by Prdm14 (e.g. near *Prdm14, Dnmt3b, Wnt8a, Peg10,* and targets of the FGFR pathway *Fgfr2 and Shc1*; Figure 2A).

**Figure 2.**
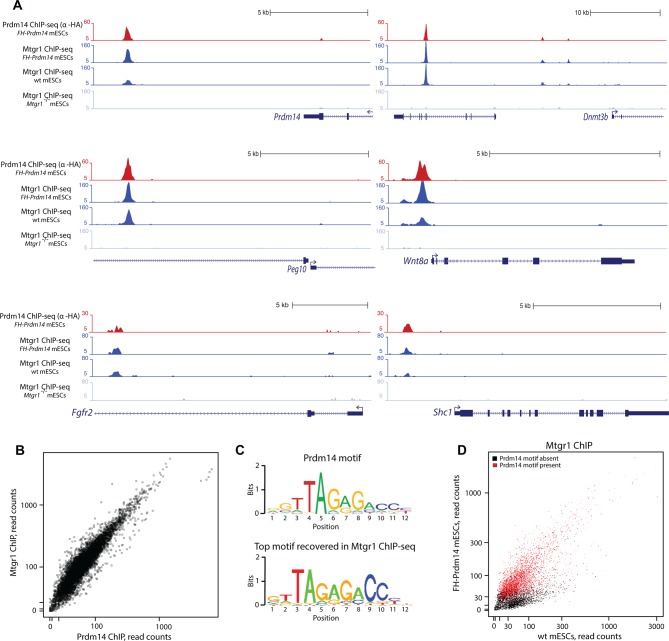
Prdm14 and Mtgr1 co-occupy genomic targets. (**A**) Prdm14 and Mtgr1 ChIP-seq enrichments at selected gene loci. Tracks represent sequence tag enrichments as determined by Quest software. (**B**) Scatter plot of Prdm14 and Mtgr1 genomic occupancies in FH-Prdm14 mESC line. (**C**) The top sequence motif recovered in Mtgr1 ChIP-seq corresponds to the Prdm14 motif, as defined previously (Ma et al. 2011). Logos for the consensus motifs were generated using SeqPos. (**D**) Scatter plot of Mtgr1 genomic occupancy in wt and FH-Prdm14 mESC lines. The plot is colored based on the presence of Prdm14 motif (red, motif is present, p-value <10^-3^; black, motif is absent). ChIP-seq, chromatin immunoprecipitation with sequencing; mESC, mouse embryonic stem cell; Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.006

**Figure 2—figure supplement 1.**
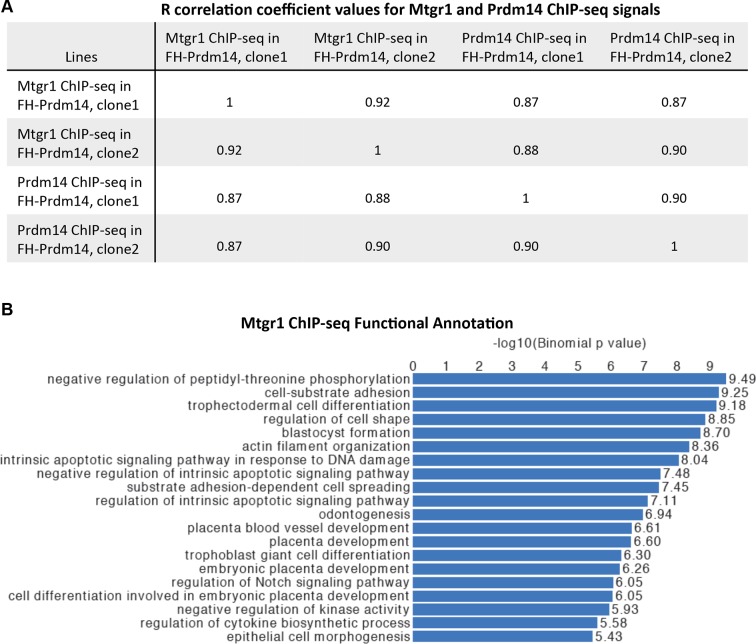
Genomic occupancy of Mtgr1. (**A**) Correlation coefficient, R, between Mtgr1 and Prdm14 (anti-HA) ChIP-seq genomic occupancy levels in two different clonal FH-Prdm14 mESC lines. (**B**) Functional annotation categories of the Mtgr1 binding sites in FH-Prdm14 mESCs as determined by GREAT. ChIP-seq, chromatin immunoprecipitation with sequencing; GREAT, genomic regions enrichment of annotations tool; mESCs, mouse embryonic stem cell; Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.007

**Figure 2—figure supplement 2.**
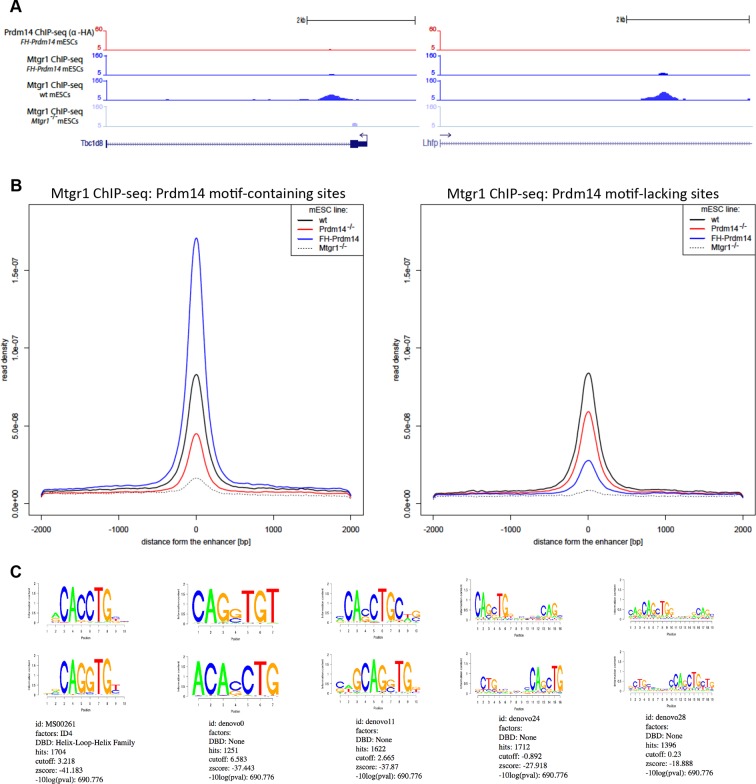
Genomic occupancy of Mtgr1 at Prdm14 motif-lacking sites. (**A**) Genomic tracks at select Prdm14 motif-lacking Mtgr1 binding sites. Note that these sites lack Prdm14 binding and Mtgr1 peaks are present in wt cells, but not in the FH-Prdm14-overexpressing line. (**B**) Aggregate plots of Mtgr1 ChIP-seq enrichments at Prdm14 motif-containing (left) or Prdm14 motif-lacking (right) Mtgr1 sites from indicated ESC cell lines. (**C**) Top five motifs recovered from the Mtgr1-binding sites where Prdm14 motif was absent. ChIP-seq, chromatin immunoprecipitation with sequencing; ESC, embryonic stem cell; Mtgr1, myeloid translocation gene related 1; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.008

Generally, the genomic occupancies of Mtgr1 and Prdm14 were well correlated (correlation coefficient ~0.9, Figure 2—figure supplement 1A), and we have not been able to detect a substantial class of Prdm14-bound sites devoid of Mtgr1 occupancy (Figure 2B). Not surprisingly, the Prdm14 and Mtgr1 sites shared common functional ontologies, with enrichment for processes involved in embryonic development and cell differentiation (Figure 2—figure supplement 1B). Furthermore, the most highly enriched DNA sequence motif at Mtgr1-bound sites corresponded to the previously identified Prdm14 motif (Figure 2C). Interestingly, we noted that, at many targets, Mtgr1 binding was enhanced by Prdm14 overexpression (see tracks in Figure 2A, compare wt and *FH-Prdm14* ESC). This observation prompted us to quantitatively compare Mtgr1 ChIP-seq enrichments in wt ESCs and *FH-Prdm14* cells that are characterized by ~5-fold overexpression of Prdm14. We observed that Mtgr1 enrichments were higher in *FH-Prdm14* than in wt ESCs at most target sites, consistent with Prdm14-mediated recruitment of Mtgr1 to chromatin (Figure 2D). However, we also noticed that a subset of Mtgr1 sites was bound more weakly in *FH-Prdm14* cells than in wt ESCs (Figure 2D, examples shown in Figure 2—figure supplement 2A). The major distinction between these two populations was the presence of the Prdm14 sequence motif and Prdm14 occupancy at the sites where Mtgr1 binding was enhanced by Prdm14 overexpression, and lack of the Prdm14 sequence motif with low/no Prdm14 occupancy at the sites where Mtgr1 binding was diminished by Prdm14 overexpression (Figure 2D). Of note, at the Prdm14 motif-lacking sites, the most enriched sequence motifs corresponded to helix-loop-helix transcription factor recognition sites, suggesting that a TF from this family may be involved in mediating Mtgr1 binding at these sites (Figure 2—figure supplement 2C). Regardless, our results indicate that Prdm14 is sufficient to augment interaction of Mtgr1 with chromatin at its cognate binding sites and, at high levels, redirect it away from the motif-lacking sites. Thus, Prdm14 might be a limiting factor for Mtgr1 recruitment to chromatin. To test this notion further, we performed Mtgr1 ChIP-seq analysis from Prdm14^−/−^ ESCs and generated average signal profiles at Prdm14 motif-containing and Prdm14 motif-lacking sites across all our Mtgr1 ChIP-seq datasets. We observed that at Prdm14 motif-containing sites, Mtgr1 binding is increased in FH-Prdm14 overexpressing cells and diminished (but not completely abrogated) in Prdm14^−/−^ cells (Figure 2—figure supplement 2B, left panel). On the other hand, at Prdm14 motif-lacking sites, Mtgr1 binding is depleted by FH-Prdm14 overexpression, but it is also moderately affected in Prdm14^−/−^ cells despite low/no Prdm14 binding at these sites, suggesting an indirect effect (Figure 2—figure supplement 2B, right panel). Altogether, these results are consistent with the Mtgr1 genomic occupancy being sensitive to the Prdm14 dosage (either loss or gain) at the Prdm14-motif containing sites. However, these results also demonstrate that even in the absence of Prdm14, some Mtgr1 binding remains at the motif-containing sites, suggesting partial redundancies in the recruitment mechanisms.

### Loss of Mtgr1 phenocopies requirement for Prdm14 in safeguarding pluripotency

Prdm14 has well-characterized roles in pluripotency and PGC formation, and if Mtgr1 is a key mediator of Prdm14's functions then the loss of Mtgr1 should impact these processes in a similar manner. To test this hypothesis, we used CRISPR-Cas9 with a guide RNA targeting the third exon of the *Mtgr1* gene to generate *Mtgr1^−/−^* mESCs, and verified the presence of the homozygous deletions and loss of the Mtgr1 protein in the three clonal lines selected for further analysis (Figure 3—figure supplement 1). As a reference for comparison, we also isolated and characterized two *Prdm14^−/−^* mESC lines by targeting the second exon of the *Prdm14* gene (Figure 3—figure supplement 2). Moreover, we reconstituted each of the *Mtgr1^−/−^* and *Prdm14^−/−^* cell lines with *FH-Mtgr1* or *FH-Prdm14* complementary DNA (cDNA), respectively, to generate 'rescue' cell lines and ensure specificity of the observed phenotypes. All aforementioned cell lines were isolated and maintained under the serum-free 2i+LIF conditions in which the major differentiation cues are inhibited and that support self-renewal even in the absence of Prdm14 (Grabole et al., 2013; Yamaji et al., 2013). After being transferred into standard serum+LIF growth conditions, the *Mtgr1^−/−^* lines exhibited changes in morphological appearance with less compact colonies, diminished cell–cell interactions and cell flattening, as previously reported for loss of Prdm14 in mESCs and reproduced here with our *Prdm14^−/−^* lines (Ma et al., 2011; Yamaji et al., 2013) (Figure 3—figure supplement 3). These features were not observed in wt mESCs or after rescue with the respective protein constructs (Figure 3—figure supplement 3).

Loss of Prdm14 has been shown to sensitize mESC to differentiation stimuli, resulting in upregulation of genes associated with epiblast and extraembryonic endoderm fates (Ma et al., 2011; Yamaji et al., 2013). To examine whether these molecular phenotypes are also observed upon loss of Mtgr1, we conducted RNA sequencing (RNA-seq) transcriptome analyses from wt mESCs, *Prdm14^−/−^* and *Mtgr1^−/−^* cell lines, and their respective rescue lines after transfer from 2i+LIF to serum+LIF conditions. 

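RNA-seq values of 15 libraries were analysed: 1 of wt mESCs in serum+LIF, 2 of wt mESCs in 2i+LIF, 2 of Prdm14−/− cells (clones G6 and F10), 2 of the FH-Prdm14 rescue of the same clones, 2 of the E294K rescue of the same clones, 3 of Mtgr1−/− cells (clones A3, C1 and C3) and 3 of the FH-Mtgr1 rescue of those clones. The cells in serum+LIF had spent 5 days in that medium. The authors aligned the reads to mm9 and counted them on RefSeq genes, and the deposited values are RPKM (reads per kilobase of gene, scaled to the counted reads of the library) for 24015 genes. Multiplied by gene length, 100.0% of the values were whole multiples of 1 read, so that the depth could be computed back. It ranged from 10668572 to 21218414 reads on genes per library, with a median of 13793727. The wt serum+LIF library had 15872761 reads, and the 2i+LIF libraries had 10668572 and 12807778. The Prdm14−/− libraries had 11596927 (G6) and 12837966 (F10) reads, and the FH-Prdm14 libraries 12847489 (G6) and 14460382 (F10). Reads per library ranged from 11329857 to 20630603 in Mtgr1−/− cells (median 18075746) and from 12729580 to 21218414 in FH-Mtgr1 cells (median 13793727). No pair of libraries of a condition agreed within the sampling noise of their reads, as a library deposited more than once would. Which libraries are replicates is taken from the labels.

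Genes with an RPKM of at least 1 in at least 2 libraries (13477 genes) were compared on the log2(RPKM + 0.5) scale with limma, in 1 model over all 15 libraries, and p-values were adjusted by the Benjamini-Hochberg method. Fold changes on this scale understate the change of genes with low values. The wt serum+LIF condition has a single library, so every comparison with it takes its spread from the replicates of the other conditions, and both knockouts are compared with that same library.

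Prdm14 messenger RNA, the target of the Prdm14 knockout, was at 1.96 RPKM in clone G6 and 3.60 RPKM in clone F10, against 2.77 RPKM in wt serum+LIF cells. The log2 fold change was -0.04 (standard error 0.46, adjusted p = 0.958 from limma with Benjamini-Hochberg adjustment), so that the RNA level does not separate the Prdm14−/− clones from wt cells. The paper reports sequenced mutations and an aberrant transcript in both clones, so that the amount of RNA is no test of the knockout. The FH-Prdm14 lines had 116 and 79.8 RPKM of Prdm14, the E294K lines 105 and 89.9 RPKM and the wt 2i+LIF libraries 30.8 and 19.1 RPKM. The Mtgr1−/− and FH-Mtgr1 lines had between 1.43 and 3.88 RPKM. Cbfa2t2 (Mtgr1) was at 19.9, 18.6 and 18.0 RPKM in the Mtgr1−/− clones, at 28.0, 26.7 and 25.5 RPKM in the FH-Mtgr1 lines and at 40.7 RPKM in wt serum+LIF cells. Its log2 fold change between Mtgr1−/− and wt cells was -1.09 (standard error 0.15, adjusted p = 0.00028 from limma with Benjamini-Hochberg adjustment). Cbfa2t2 was also lower in both Prdm14−/− clones, at 16.6 and 16.8 RPKM.

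**Figure D1:**
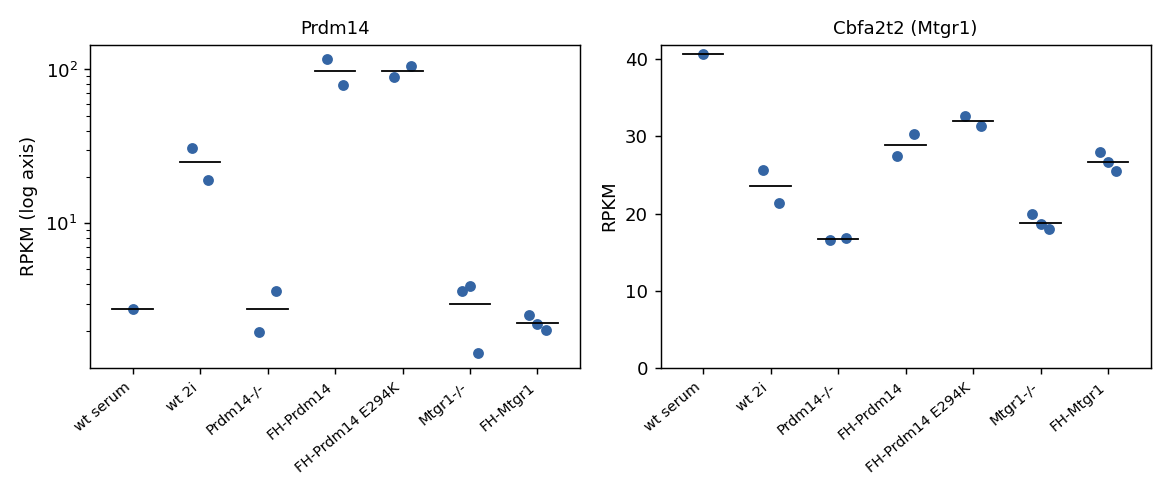
RPKM of Prdm14 (left, log axis) and Cbfa2t2 (right, linear axis) in each of the 15 libraries, grouped by condition. Points are libraries and horizontal lines are condition means; Prdm14 is highest in the FH-Prdm14 and E294K lines, from 79.8 to 116 RPKM, and Cbfa2t2 in the wt serum+LIF library, at 40.7 RPKM.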

As seen in *Prdm14^−/−^* mESCs, *Mtgr1^−/−^* mESCs showed upregulation of epiblast (e.g. *Fgf5, Dnmt3b, Oct6, Wnt8a*) and extraembryonic endoderm (e.g. *Krt19, Sparc, H19, Fgfr2*) markers, and downregulation of naïve pluripotency genes (e.g. *Esrrb, Zfp42, Tbx3, Tet2*), compared with either wt or *FH-Mtgr1* rescue mESCs (Figure 3A, Figure 3—figure supplement 4A).

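For Mtgr1−/− cells against wt serum+LIF cells, 4992 of 13477 genes differed (2007 higher, 2985 lower) and for Prdm14−/− cells against wt serum+LIF cells 3423 differed (1576 higher, 1847 lower), at an adjusted p under 0.05 from limma with Benjamini-Hochberg adjustment. The alternative that moved the latter number most fitted only the compared pair of conditions and gave 625 genes. The fold changes against the wt library had a Spearman rho with transcript GC content of 0.231 in Mtgr1−/− cells and 0.51 in Prdm14−/− cells across 12046 genes. With values adjusted for GC content, a setting chosen after the data were seen, 5045 genes differed for Mtgr1−/− cells against wt serum+LIF cells and 2507 for Prdm14−/− cells against wt serum+LIF cells. The balance of directions depended on scaling: after median-of-ratios scaling, a setting chosen after the data were seen, 2606 genes were higher and 2402 lower in Mtgr1−/− cells, and 1812 were higher and 1480 lower in Prdm14−/− cells. Such scaling centres the values of each library and draws these numbers together by its design. Neither this scaling nor the RPKM, which scales each library to its counted reads, can show which direction prevails. For Mtgr1−/− cells against the FH-Mtgr1 lines, 7051 genes differed, and 6613 with the parental clone as a replicate block. The pairing by clone is taken from the labels, and deviations of same-clone libraries from their condition means correlated at a mean r of -0.03 across genes, against 0.016 for different clones. Deviations from a condition mean cancel, so that the value for different clones is largely fixed by the same-clone value and is no independent reference. For Prdm14−/− cells against the FH-Prdm14 lines, 3390 genes differed, and 5729 with the clone as a replicate block, where same-clone deviations correlated at 0.299. Genes are not independent replicates in these correlations.

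Among the epiblast markers, Fgf5 (chromosome 5, 98683203 to 98706049 in NCBIM37, the assembly also called mm9) rose from 1.56 RPKM in wt serum+LIF cells to 6.28 ± 1.02 RPKM (SD, n = 3) in Mtgr1−/− cells, a log2 fold change of 1.71 (standard error 0.23, adjusted p = 0.000264 from limma with Benjamini-Hochberg adjustment). Against the FH-Mtgr1 lines its log2 fold change was 2.21. Pou3f1 (Oct6) had a log2 fold change of 1.59 against wt cells and 2.25 against the FH-Mtgr1 lines. Dnmt3b was higher than in the FH-Mtgr1 lines by a log2 fold change of 1.39 (adjusted p = 0.00139 from limma with Benjamini-Hochberg adjustment), but its difference from wt cells, 0.78 with a standard error of 0.40, was not resolved from the spread (adjusted p = 0.143 from limma with Benjamini-Hochberg adjustment). In Prdm14−/− cells Dnmt3b was at 131 and 81.4 RPKM, below the 149.5 RPKM of the wt library. Wnt8a had a log2 fold change of 1.01 against wt cells (adjusted p = 0.0486 from limma with Benjamini-Hochberg adjustment) and of 0.44 against the FH-Mtgr1 lines, where the adjusted p was 0.178 in the same limma fit with Benjamini-Hochberg adjustment. With only the compared conditions in the fit, the adjusted p against wt cells was 0.0362 for Dnmt3b, 0.122 for Pou3f1 and 0.0954 for Wnt8a in limma with Benjamini-Hochberg adjustment. That of Wnt8a was also above the threshold without a filter on low values (0.0699) and without clone A3 (0.0699) or C3 (0.108), and under 3 settings chosen after the data were seen, a pseudocount of 0.1 (0.0876), voom (0.0686) and the adjustment for GC content (0.0519), in the same test (adjusted p from limma with Benjamini-Hochberg adjustment in parentheses).

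The extraembryonic endoderm markers Krt19, Sparc, H19 and Fgfr2 were higher in Mtgr1−/− cells than in both references. Krt19 went from 11.5 RPKM in wt cells to 174 ± 31.4 RPKM (SD, n = 3), a log2 fold change of 3.84 against wt cells and 3.78 against the FH-Mtgr1 lines. The log2 fold changes of H19 were 4.68 and 1.81, as H19 stayed at 222 to 555 RPKM in the FH-Mtgr1 lines against 43.7 RPKM in wt cells. Sparc changed by 1.07 and 0.80 on the log2 scale, and Fgfr2 by 1.27 and 1.18.

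Among the naïve pluripotency genes, Esrrb had a log2 fold change of -2.66 in Mtgr1−/− cells against wt cells and -1.20 against the FH-Mtgr1 lines, and Tbx3 of -2.09 and -2.34. Tet2 had values of -2.38 and -0.99. Zfp42 was lower than in wt cells (log2 fold change -1.31, adjusted p = 0.0404 from limma with Benjamini-Hochberg adjustment), while its difference from the FH-Mtgr1 lines, -0.25 with a standard error of 0.32, was within the spread (adjusted p = 0.533 from limma with Benjamini-Hochberg adjustment) and was 0.10 without clone C3. The difference of Zfp42 from wt cells was no longer past the threshold with only the compared conditions in the fit (adjusted p = 0.133), without a filter on low values (0.0721), without clone A3 (0.052) or C3 (0.0798) and with median-of-ratios scaling, chosen after the data were seen (0.0531), in limma with Benjamini-Hochberg adjustment. In Prdm14−/− cells against wt cells, Esrrb (-0.99) and Tet2 (-2.18) passed the same threshold on the log2 scale, whereas Zfp42 (-1.09, adjusted p = 0.113) and Tbx3 (-0.68, adjusted p = 0.355) did not in limma with Benjamini-Hochberg adjustment. Esrrb did not pass it with only the compared conditions in the fit (adjusted p = 0.0889 from limma with Benjamini-Hochberg adjustment).

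**Figure D2:**
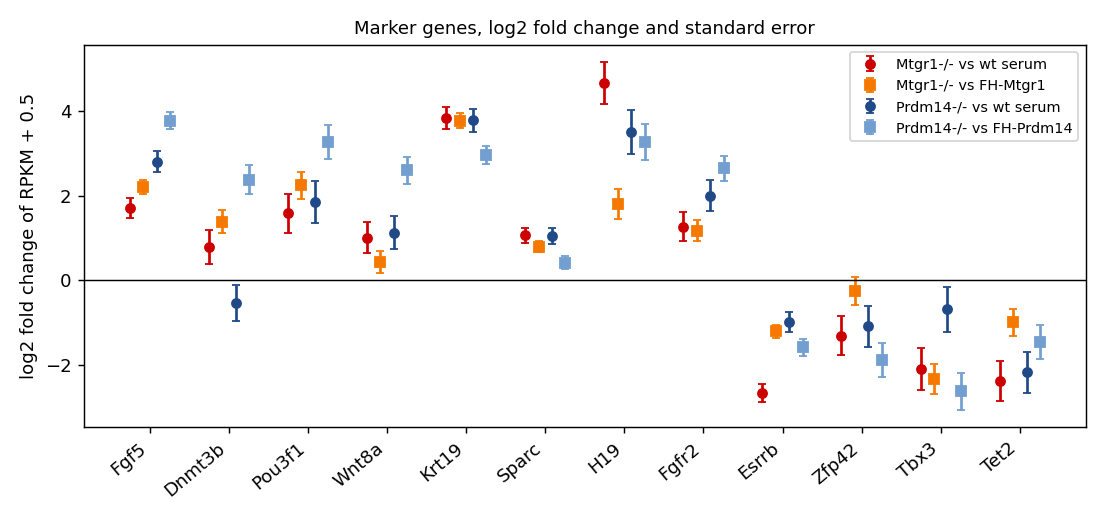
Log2 fold change of RPKM + 0.5 (vertical axis) of the 12 marker genes named in the text (horizontal axis) in Mtgr1−/− and Prdm14−/− cells against wt serum+LIF cells (circles) and against their rescue lines (squares). Bars are standard errors from limma; in Mtgr1−/− cells Krt19 lies at 3.84 and 3.78, and Zfp42 at -1.31 and -0.25.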

**Figure 3.**
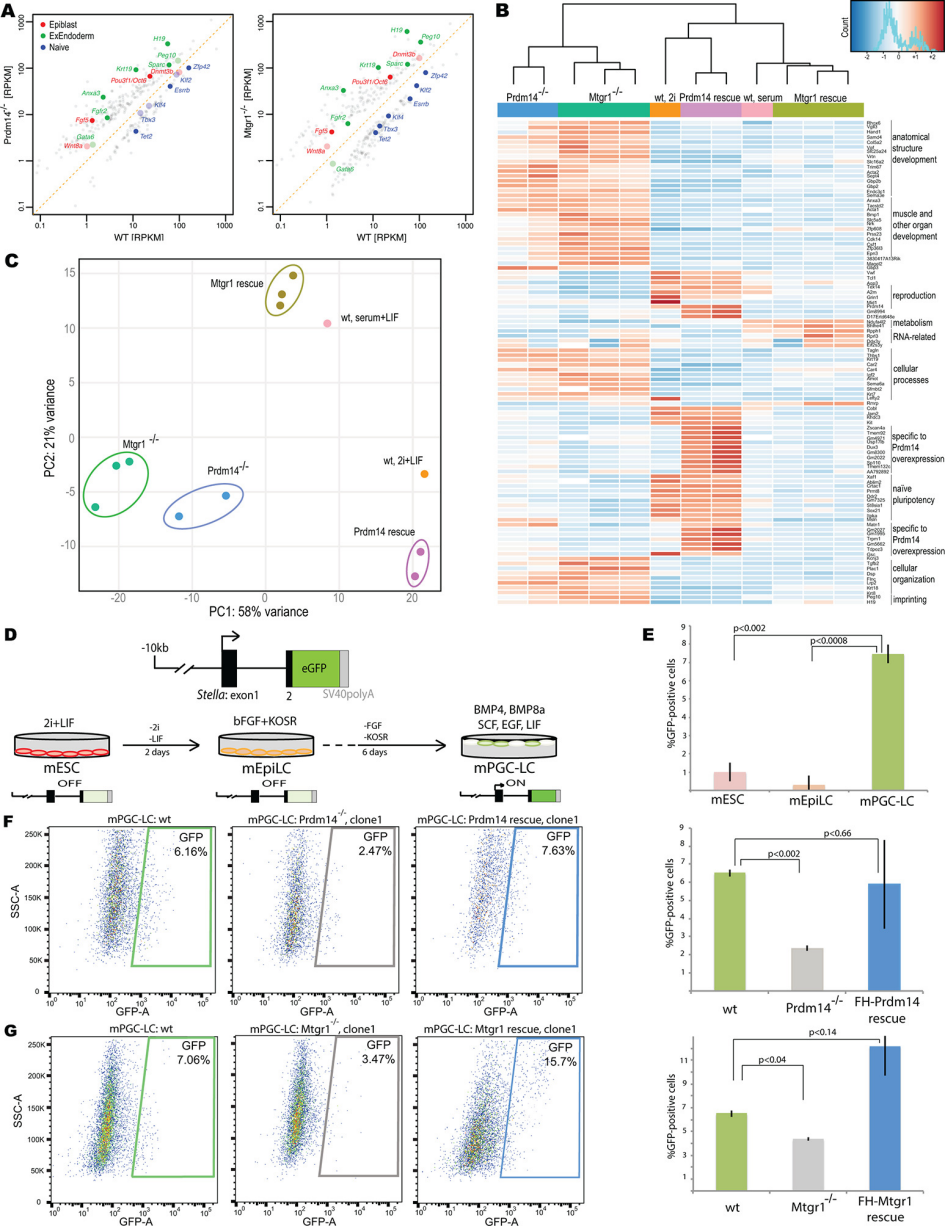
Loss of Mtgr1 phenocopies requirement for Prdm14 in safeguarding pluripotency and PGC induction. (**A**) RNA-seq from *Prdm14^−/−^* cells or *Mtgr1^−/−^* cells (y-axis) were compared to wt cells (x-axis) and expression values (RPKM) of all significantly changed transcripts were plotted. Select transcripts corresponding to those enriched in the post-implantation epiblast, extraembryonic endoderm or naïve pluripotent mESC are highlighted in red, green or blue, respectively; shaded colors indicate no significant difference. (**B**) Heatmap displaying top 100 variable genes between wt mESCs grown under naïve 2i+LIF or serum+LIF conditions, *Prdm14*^−/−^ (2 clones) or *Mtgr1*^−/−^ (3 clones) cells, and their respective rescue lines. Clustering represents sample divergence. (**C**) Principal component analysis on the same populations as in B. (**D**) mESC to mEpiLC transition followed by PGC-LC induction using defined media in cells containing *Stella*:GFP reporter. Schematic of the *Stella*:GFP transgene reporter that contains a 10kb 5’ upstream sequence and includes exon 1 and part of exon 2 fused in-frame with eGFP, followed by the SV40 polyadenylation sequence (Payer et al. 2006). The reporter is active in mPGC-LCs when *Stella* expression is activated. (**E**) Quantification of the GFP signal in wt cells during the mESC to mEpiLC and further to mPGC-LC transition. (**F**) FACS plots and gated quantification of GFP signal as a measure of mPGC-LC induction from wt cells, *Prdm14*^−/−^ cells or Prdm14 rescue clones. (**G**) FACS plots and quantification of GFP signal as a measure of PGC-LC induction from wt cells, *Mtgr1*^−/−^ cells or Mtgr1 rescue clones. FACS, fluorescence-activated cell sorting; GFP, green fluorescent protein; LIF, leukemia inhibitory factorm; EpiLCs, mouse epiblast-like cells; mESCs, mouse embryonic stem cell; mPGC-LCs, mouse primordial germ cell-like cells; Mtgr1, myeloid translocation gene related 1; RPKM, reads per kilobase of exon per million reads mapped; wt, wild-type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.009

**Figure 3—figure supplement 1.**
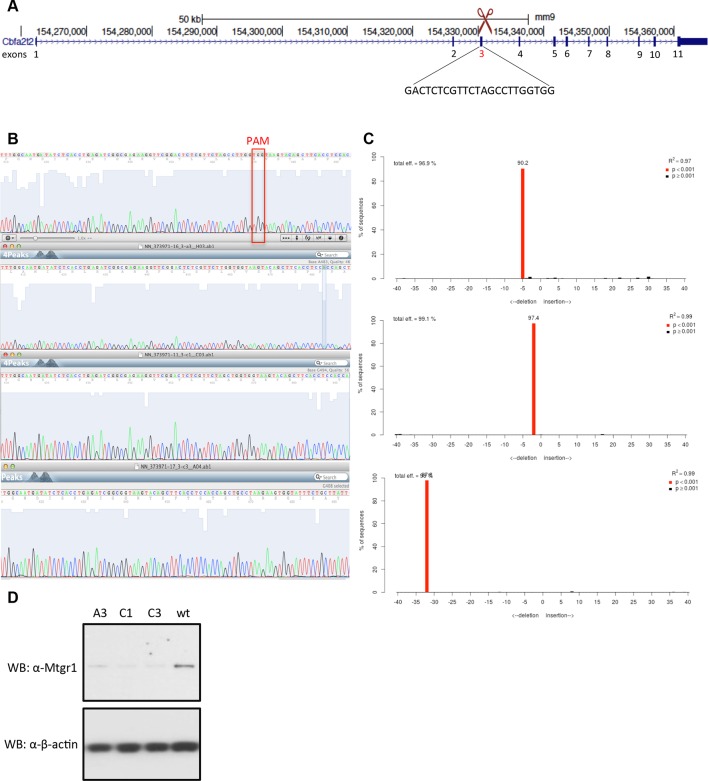
Generation of Mtgr1-null line in *Stella:*GFP mESCs using CRISPR-Cas9 system. (**A**) Schematic of the *Mtgr1* gene and sequence of the guide RNA (http://crispr.mit.edu/). (**B**) Genomic and cDNA were extracted and chromatograms of the wt (top), mutant A3 line (clone 1), mutant C1 line (clone 2), and mutant C3 line (clone 3) are shown. (**C**) Indel spectrum centered around the PAM sequence was performed using software TIDE (http://tide.nki.nl/). Clones A3, C1, and C3 are shown, they all produce aberrant transcript. (**D**) Western blotting of the whole cell lysate from the wt, A3, C1 and C3 mESC *Stella:*GFP line. CRISPR, clustered regularly interspaced short palindromic repeat; GFP, green fluorescent protein; PAM, protospacer adjacent motif; mESCs, mouse embryonic stem cells; Mtgr1, myeloid translocation gene related 1; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.010

**Figure 3—figure supplement 2.**
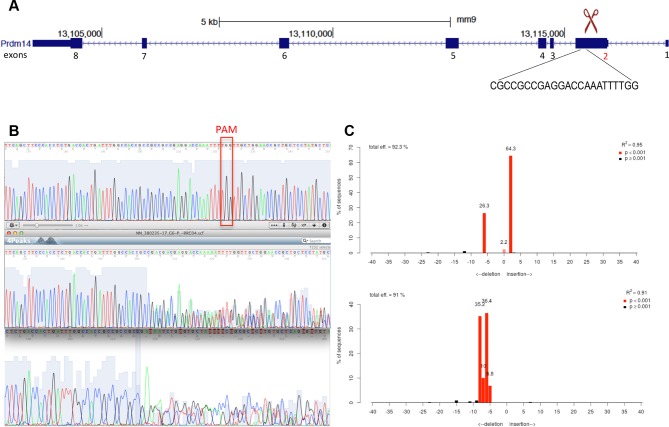
Generation of Prdm14-null line in *Stella:*GFP mESCs using CRISPR-Cas9 system. (**A**) Schematic of the *Prdm14* gene and sequence of the guide RNA (http://crispr.mit.edu/). (**B**) Genomic and cDNA were extracted and chromatograms of the wt (top), mutant G6 line (clone 1), and mutant F10 line (clone 2) are shown. (**C**) Indel spectrum centered around the PAM sequence was performed using software TIDE (http://tide.nki.nl/). Clone G6 is shown on top and clone F10 below. Clones G6 and F10 produce aberrant transcript. cDNA, complementary DNA; CRISPR, clustered regularly interspaced short palindromic repeat; GFP, green fluorescent protein; mESCs, mouse embryonic stem cells; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.011

**Figure 3—figure supplement 3.**
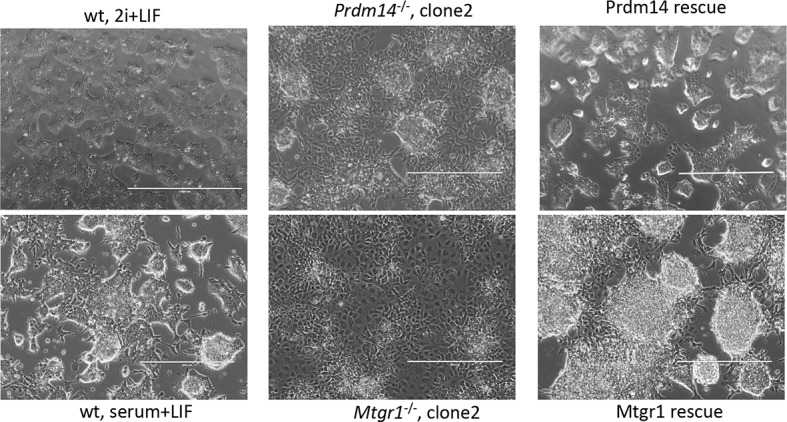
Morphological changes associated with loss of Prdm14 or Mtgr1. Brighfield images of cell morphology from wt ESCs, *Prdm14^−/−^* or *Mtgr1^−/−^*ESCs or those reconstituted with wt FH-Prdm14 or FH-Mtgr1, respectively, all grown under serum+LIF conditions; wt ESC maintained in 2i+LIF are included for relative comparisons (upper left image). ESC, embryonic stem cell; LIF, leukemia inhibitory factor; Mtgr1, myeloid translocation gene related 1; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.012

**Figure 3—figure supplement 4.**
Additional analyses of RNA-seq datasets. (**A**) RNA-seq from *Prdm14*^−/−^ cells or *Mtgr1*^−/−^ cells (y axis) were compared with respective rescue lines (x axis) and expression values (RPKM) of all significantly changed transcripts were plotted. The transcripts of specific genes are highlighted in red, green or blue as indicated; shaded colors indicate no significant difference. (**B**) Scatter plot of genes upregulated at least twofold upon loss of either Prdm14 or Mtgr1. Highlighted in blue are genes significant for Mtgr1-null cells only, red – Prdm14-null only, magenta – genes significantly upregulated in both cell lines. Mtgr1, myeloid translocation gene related 1; RNA-seq, RNA sequencing; RPKM, reads per kilobase of exon per million reads mapped. **DOI:** http://dx.doi.org/10.7554/eLife.10150.013

**Figure 3—figure supplement 5.**
Expression of differentiation markers in embryoid bodies derived from wt or Mtgr1^−/−^ ESCs. (**A**) RT-qPCRs analyses of indicated markers in EBs induced from wt or Mtgr1^−/−^ ESCs and cultured for four days in suspension after LIF withdrawal; shown relative to wt mESCs cultured under serum+LIF conditions. (**B**) RT-qPCRs analyses of select markers in EBs induced from wt or Mtgr1^−/−^ ESCs and cultured for eight days in suspension after LIF withdrawal; shown relative to wt mESCs cultured under serum+LIF conditions. ESCs, embryonic stem cells; LIF, leukemia inhibitory factor; Mtgr1, myeloid translocation gene related 1; RT-qPCRs, quantitative reverse transcription-polymerase chain reaction; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.014

**Figure 3—figure supplement 6.**
Loss of Mtgr1 results in defect in PGC-LC induction. (**A**) Imaging of fixed mPGC-LCs on day 6 of differentiation using bright field, DAPI (stained with Hoechst) and GFP channels. Imaging was done using z-stacks and maximum projection was taken afterwards. (**B**) FACS on the *Stella*:GFP line in ES state or PGC-LC state as indicated. Wt cells or Prdm14-null, Mtgr1-null or respective rescue lines were used. DAPI, 4',6-diamidino-2-phenylindole; GFP, green fluorescent protein; FACS, fluorescence-activated cell sorting; mPGC-LCs, mouse primordial germ cell-like cells; wt, wild type; Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.015

Next, we identified genes showing the most variable expression across our datasets and visualized their expression changes in each of our RNA-seq datasets as a heatmap (Figure 3B). 

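The 100 genes with the highest variance of log2(RPKM + 0.5) were taken over the 13 libraries without the E294K lines, among the genes past the filter. Of these genes, 59 were higher than in the wt serum+LIF library in both knockouts, 27 were lower in both and 14 moved in opposite directions. The paper's heatmap shows 1 wt 2i+LIF library, and both 2i+LIF libraries were used here because the paper's text does not name the one shown.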

Most of the differentially expressed genes were concordantly upregulated in *Prdm14*^−/−^ and *Mtgr1*^−/−^ cells, compared with wt mESCs, in agreement with the proposed function of the Prdm14–Mtgr1 complex in gene repression. 

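Across all 6330 genes that differed from the wt serum+LIF library in at least 1 knockout at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, 2315 were higher in both knockouts (36.6%), 3145 were lower in both (49.7%) and 870 moved in opposite directions (13.7%). Of the 2085 genes past that threshold in both knockouts, 878 rose in both, 1158 fell in both and 49 had opposite signs. As the balance of directions depended on scaling, these numbers do not show which direction prevails. The fold changes of the 2 knockouts correlated across genes at a Pearson r of 0.68, where genes are not independent replicates and the wt library is shared. With each knockout set against its own rescue lines, the alternative that moved r most, r was 0.326, and with no library in common it was 0.48. The genes with the largest increase against wt cells were Rhox6, Acta1 and Tagln in Mtgr1−/− cells (log2 fold changes 5.92, 5.89 and 5.62) and Acta1, Tagln and Thbs1 in Prdm14−/− cells (7.17, 5.72 and 5.45). The largest decreases were of Ndufa4l2, Smc1b and A2m in Mtgr1−/− cells (-4.85, -4.18 and -3.92) and of Mtap7d3, Eno1 and Fam111a in Prdm14−/− cells (-3.39, -3.08 and -2.98).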

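At an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment and a log2 fold change of at least 1 against the wt serum+LIF library, 1654 genes were upregulated in at least 1 of the knockouts. Of these, 726 (43.9%, Wilson 95% interval 41.5 to 46.3%) were upregulated in both knockouts, counting a second knockout with that adjusted p and any increase, 417 (25.2%) were higher at that adjusted p only in Prdm14−/− cells and 511 (30.9%) only in Mtgr1−/− cells. With a log2 fold change of at least 1 asked of both, 543 genes (32.8%) were shared. With each knockout compared with its own rescue lines, the alternative that moved the share most, it was 31.7%. When the 2 knockouts were compared directly, 841 of the 1654 genes (50.8%) differed between them at an adjusted p under 0.05, and 4776 of all genes tested did (1939 higher and 2837 lower in Mtgr1−/− cells). The 841 genes include genes that rose in both knockouts by different amounts, such as Fgf5 and H19, so that this share overlaps with the shared one. The genes with the largest direct difference were Plac1, Hand1 and Pim2, higher in Mtgr1−/− cells by 3.32, 3.14 and 3.04 on the log2 scale, and Matn1, Ly6g6e and Txnip, with log2 fold changes of -3.78, -3.67 and -3.37.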

A more systematic comparison of all genes upregulated at least twofold upon loss of either Prdm14 or Mtgr1 revealed that while indeed, the majority of genes that are upregulated in either knockout are upregulated in both (Figure 3—figure supplement 4B, purple dots), a subset of transcripts is preferentially affected only in one of the knockouts (red or blue dots).

Importantly, in the *FH-Prdm14* or *FH-Mtgr1* reconstituted knockout cells the derepression defects were rescued (Figure 3B). 

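Of the 1158 genes upregulated at least 2-fold in Mtgr1−/− cells against the wt serum+LIF library, 1072 (92.6%, Wilson 95% interval 90.9 to 93.9%) were lower in the FH-Mtgr1 lines than in Mtgr1−/− cells at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. For Prdm14−/− cells, 604 of 1039 such genes (58.1%, Wilson 95% interval 55.1 to 61.1%) were lower in the FH-Prdm14 lines. The Mtgr1 comparison had 3 libraries per arm and the Prdm14 comparison 2. As the shares count genes past a threshold, they depend on these numbers, and their difference does not measure the strength of the rescue. The genes were chosen on the same knockout libraries that were then compared with the rescue lines. This can raise both shares, and no value free of it is given. With the parental clone as a replicate block in the comparison of knockout and rescue lines, a pairing taken from the labels and an alternative chosen after the data were seen, the shares were 91.4% for genes lower in the FH-Mtgr1 lines and 76.4% for genes lower in the FH-Prdm14 lines. Same-clone deviations correlated across genes at 0.299 between Prdm14−/− and FH-Prdm14 lines and at -0.03 between Mtgr1−/− and FH-Mtgr1 lines. The alternative that moved the share of genes lower in the FH-Prdm14 lines most, the block together with an adjustment for GC content and also chosen after the data were seen, gave 83.5%. The genes that fell most on adding back Mtgr1 were Acta1, Vgf and Dsp, which were higher in Mtgr1−/− than in FH-Mtgr1 cells by log2 fold changes of 4.27, 4.18 and 4.05. Acta1, Thbs1 and Car4 were higher in Prdm14−/− than in FH-Prdm14 cells by 5.30, 5.20 and 4.76.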

Interestingly, while *FH-Mtgr1* cells showed expression patterns highly similar to that of wt mESCs cultured in serum, *FH-Prdm14* cells were more similar to the mESCs grown under 2i +LIF, despite being cultured in serum at the time of analysis (Figure 3B). Indeed, many of the expression differences observed between wt mESC grown in 2i versus serum were recapitulated in *FH-Prdm14* mESCs (Figure 3B). 

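For the FH-Mtgr1 lines against wt serum+LIF cells, 369 genes differed (139 higher, 230 lower), and for the FH-Prdm14 lines against wt serum+LIF cells 1687 genes differed (932 higher, 755 lower), at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. These numbers rest on the spread shared by all conditions: with only the compared pair of conditions in the fit they were 0 (3102 genes at an unadjusted p under 0.05) and 5058. For the FH-Prdm14 lines against wt 2i+LIF cells, 3163 genes differed (2089 higher, 1074 lower). This number is larger than that against the wt serum+LIF library, in comparisons that also differ in the number of libraries. With only the compared pair of conditions in the fit it was 626, smaller than the 5058 against the wt serum+LIF library. The latter fit takes its spread from the FH-Prdm14 pair alone, so that these numbers cannot show which condition is closer. The wt 2i+LIF libraries differed between themselves, for example in Klf4 (97.6 and 28.9 RPKM) and Tbx3 (86.5 and 25.5 RPKM). The FH-Prdm14 lines had 111 and 101 RPKM of Klf4 and 66.5 and 66.1 RPKM of Tbx3, against 28.0 and 16.9 RPKM in wt serum+LIF cells.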

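In wt 2i+LIF against wt serum+LIF cells, 3084 genes differed at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment (1251 higher in 2i+LIF, 1833 lower). Fitted on those libraries alone, 0 genes passed, with 1593 at an unadjusted p under 0.05. Of the 3084 genes, 841 (27.3%, Wilson 95% interval 25.7 to 28.9%) also differed in the same direction between the FH-Prdm14 lines and the wt serum+LIF library, and 43 (1.39%) in the opposite direction. In the FH-Mtgr1 lines 180 of the genes (5.84%) moved in the same direction and 25 (0.811%) in the opposite direction. These shares depend on how many genes differed from the wt serum+LIF library at all, 1687 for the FH-Prdm14 lines and 369 for the FH-Mtgr1 lines, of which 49.9% and 48.8% were changes in the 2i+LIF direction. Both comparisons share the wt serum+LIF library. For the share of 2i+LIF changes, the alternative that moved it most set the FH-Prdm14 lines against the FH-Mtgr1 lines instead and gave 35.9%. Dnmt3b was at 11.7 and 4.71 RPKM in 2i+LIF and at 22.8 and 16.6 RPKM in the FH-Prdm14 lines, against 149.5 RPKM in wt serum+LIF cells. For Peg10 the values were 12.2 and 3.33 RPKM in 2i+LIF, 26.6 and 22.1 RPKM in the FH-Prdm14 lines and 119 RPKM in wt serum+LIF cells.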

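Upregulation only in the FH-Prdm14 lines was defined as a log2 fold change of at least 1 at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment against each of wt serum+LIF, wt 2i+LIF, Prdm14−/−, Mtgr1−/− and FH-Mtgr1 cells, and was met by 174 genes. The alternative that moved this number most, chosen after the data were seen, kept only genes with an RPKM of at least 1 in every library and left 27 genes. Genes with low values outside the FH-Prdm14 lines cannot pass that filter, so that this fall says nothing about how stable the number is. With values adjusted for GC content, also chosen after the data were seen, 114 genes were left. The largest changes against wt serum+LIF cells were of Gm8994, Gm4971 and Prdm14, with log2 fold changes of 6.55, 5.24 and 4.89. The 15 genes that Fig. 3B labels as specific to Prdm14 overexpression, among them Zscan4a, Tmem92 and Sp110, all met the definition, but the paper chose them from these same libraries for that pattern. The name Dux3 in the figure was read as Dux. The median of these 15 genes was 24.1 RPKM in FH-Prdm14 clone G6 and 12.1 RPKM in clone F10, against 0.448 RPKM in wt serum+LIF cells, 0.509 and 0.387 RPKM in 2i+LIF, and 1.21 and 1.07 RPKM in the Prdm14−/− clones. Several of these genes belong to families of near-identical copies, such as Zscan4 and Usp17l, so that the assignment of reads to a single member is uncertain.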

Of note, a subset of transcripts was upregulated only in *FH-Prdm14* cells; many of those genes represent markers of the so-called 2-cell (2C) state (Amano et al., 2013; Dan et al., 2013; Macfarlan et al., 2012).

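Libraries were clustered on the 100 most variable genes, centred and scaled, by complete linkage on Euclidean distance. The first split set the 5 knockout libraries (2 Prdm14−/− and 3 Mtgr1−/−) apart from the other 8 libraries. With 50 or 500 genes, or with average linkage on 1 minus Pearson's r, the same 5 libraries stood apart. When Mtgr1−/− clone C3 was left out, a setting chosen after the data were seen, the 4 remaining knockout libraries fell on the same side as the wt serum+LIF library and the 3 FH-Mtgr1 libraries.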

In our analysis of variably expressed genes, the *Prdm14*^−/−^ and *Mtgr1*^−/−^cell lines clustered together, but separately from the respective rescue lines and wt mESCs (Figure 3B). These observations were further confirmed by the global comparisons of transcriptomes with principal component analysis (PCA), in which the *Prdm14*^−/−^ and *Mtgr1*^−/−^cells were closest to each other and clustered away from the remaining cell lines (Figure 3C). 

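PCA was run on the 500 genes with the highest variance of log2(RPKM + 0.5) in the 13 libraries without the E294K lines. PC1 carried 51.4% of the variance and PC2 23.9%. The knockout centroids, those of the Prdm14−/− and Mtgr1−/− cells, lay 22.3 units apart in the plane of PC1 and PC2. The nearest other centroid to either of them, that of the FH-Mtgr1 lines, was 37.4 units from Mtgr1−/− cells, which gives a ratio of 0.597. With all genes past the filter the ratio was 0.805, and without Mtgr1−/− clone C3, the change that moved it most and a setting chosen after the data were seen, it was 0.828.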

Additionally, the PCA analysis corroborated higher similarity of *FH-Mtgr1* cells to wt mESCs grown in serum+LIF, and *FH-Prdm14* cells to wt mESCs grown under 2i+LIF conditions (Figure 3C). 

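In the plane of PC1 and PC2, the FH-Mtgr1 centroid was 9.79 units from the wt serum+LIF library and 34.9 units from the wt 2i+LIF centroid, a ratio of 0.281. The FH-Prdm14 centroid was 31.4 units from wt 2i+LIF and 36.6 units from wt serum+LIF, a ratio of 0.858. This ratio depended on the 2i+LIF library used: it was 0.218 without 2i+LIF replicate 2, and 1.31 without replicate 1, in which case the FH-Prdm14 lines lay closer to the wt serum+LIF library. The paper plots 1 of the pair of 2i+LIF libraries, and its text does not name which.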

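Prdm14 was at 116 RPKM in FH-Prdm14 clone G6 and 79.8 RPKM in clone F10, a mean of 98.1 ± 25.9 RPKM (SD, n = 2). The single wt serum+LIF library had 2.77 RPKM, and the wt 2i+LIF libraries 30.8 and 19.1 RPKM. The mean of the FH-Prdm14 lines was 35.4 times the wt serum+LIF value and 3.93 times the wt 2i+LIF mean. On the log2(RPKM + 0.5) scale, where the low wt value is raised by the pseudocount, the log2 fold change against wt serum+LIF was 4.89 (standard error 0.46, adjusted p = 0.00017 from limma with Benjamini-Hochberg adjustment). The alternative that moved it most took the wt 2i+LIF libraries as the reference and gave a log2 fold change of 1.97 (standard error 0.38).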

Given that: (i) the *FH-Prdm14* cell lines in our study express Prdm14 at levels ~5–6-fold higher than wt ESCs, (ii) Prdm14 has an autonomous DNA-binding activity, and (iii) Prdm14 overexpression can augment Mtgr1 recruitment to the target genes (as shown in Figure 2), we propose that expression changes observed in *FH-Prdm14* cell lines are associated with more robust repression of differentiation programs by Prdm14-Mtgr1 complex compared with wt cells and consequently, with the stabilization of the naïve pluripotency program. Similar gain-of-function effects are not observed in *FH-Mtgr1* cells, likely because Mtgr1 lacks the autonomous ability to access its genomic targets and, at least in mESCs, Prdm14 is limiting for its chromatin association. 

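In the FH-Mtgr1 lines, 180 of the 3084 genes that differed between wt mESCs in 2i+LIF and serum+LIF (5.84%) moved in the 2i+LIF direction against the wt serum+LIF library, at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. Only 369 genes differed there in all, so that the share was limited by their number, and of them 48.8% were changes in the 2i+LIF direction, against 49.9% of the 1687 genes that differed in the FH-Prdm14 lines. The wt serum+LIF library is common to all these comparisons, so that a deviation of that library alone can raise both shares. For the FH-Mtgr1 lines against wt serum+LIF cells, the number of genes fell to 18 without clone A3 and to 0 with only the compared conditions in the fit (3102 at an unadjusted p under 0.05). The 15 genes labelled in Fig. 3B as specific to Prdm14 overexpression had medians of 0.739, 0.564 and 0.223 RPKM in the FH-Mtgr1 lines and 0.448 RPKM in wt serum+LIF cells. Klf4 was lower in the FH-Mtgr1 lines than in the wt serum+LIF library, by a log2 fold change of -1.86 (adjusted p = 0.0475 from limma with Benjamini-Hochberg adjustment), a difference that, like the others, did not pass with only the compared conditions in the fit. The RPKM of the restored genes relative to wt differed between the rescue lines. Cbfa2t2 (Mtgr1) in the FH-Mtgr1 lines was at 0.658 times the wt serum+LIF value, and Prdm14 in the FH-Prdm14 lines at 35.4 times. Both values count reads of the rescue cDNA together with those of the mutated gene. Cbfa2t2 remained at 18.0 to 19.9 RPKM in Mtgr1−/− cells. The RPKM also divides by gene length, which a cDNA need not share. These ratios therefore do not give the amount of restored messenger RNA.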

Altogether, our data uncover the function of Mtgr1 in safeguarding mESC pluripotency and demonstrate that loss of Mtgr1 phenocopies gene expression defects associated with Prdm14 deletion.

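The fold changes of Prdm14−/− and Mtgr1−/− cells against the wt serum+LIF library correlated at an r of 0.68 across 13477 genes, which are not independent replicates. For the fold changes of the 2 knockouts r was 0.48 with no library in common and 0.326 with each knockout set against its own rescue lines. Of the genes upregulated at least 2-fold in at least 1 knockout, 43.9% were higher in both at an adjusted p under 0.05 and any fold change in limma with Benjamini-Hochberg adjustment, and 50.8% differed between the knockouts when these were compared directly in limma. These shares overlap, as a gene higher in both knockouts can differ between them in the size of its increase. The paper reasons from the upregulation of epiblast and extraembryonic endoderm markers, the decrease of naïve pluripotency genes, the shared changes and the joint clustering of the knockout lines, and concludes that Mtgr1 loss gives the gene expression defects of Prdm14 deletion.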

### Mtgr1 is required for PGC specification in vitro

Prdm14 is critical for the specification of PGCs from the post-implantation epiblast cells (Magnúsdóttir and Surani, 2014; Yamaji et al., 2008). To address whether Mtgr1 also plays a role in PGC formation, we used a previously established in vitro model in which naïve mESCs are first differentiated to a primed, post-implantation epiblast-like state (mEpiLCs) from which mouse primordial germ cell-like cells (mPGC-LCs) are then induced via addition of various cytokines (Hayashi and Saitou, 2013; Hayashi et al., 2011). The mPGC-LCs formation is monitored with the fluorescent reporter, *Stella*:GFP and quantified by fluorescence-activated cell sorting (FACS) analysis (Figure 3D). In vitro derived mPGC-LCs have been shown to be competent to differentiate to sperm/oocytes upon transplantation and produce viable, fertile offspring and this simple in vitro differentiation system is therefore considered a useful tool to study mechanisms underlying PGC specification (Hayashi et al., 2011; Nakaki et al., 2013). To examine the role of Prdm14 and Mtgr1 in the context of this model, we derived *Prdm14*^−/−^ and *Mtgr1*^−/−^ mESCs in the *Stella*:GFP reporter background; this reporter recapitulates endogenous *Stella* induction that occurs during the PGC formation (Payer et al., 2006).

In agreement with previous reports, differentiation of *Stella*:GFP mESCs consistently produced mPGC-LCs with an efficiency of ~7–8% on day 6 of differentiation, while low levels (~1%) of GFP-positive cells were detected in mESCs and further diminished upon mEpiLC formation (Figure 3E). In contrast, both *Prdm14*^−/−^ and *Mtgr1*^−/−^ mESCs showed significantly decreased efficiency of mPGC-LCs formation (Figure 3F and G, Figure 3—figure supplement 5). These defects were rescued by the re-introduction of *FH-Prdm14* or *FH-Mtgr1*, respectively (Figure 3F and G, Figure 3—figure supplement 5). These data suggest that Mtgr1, like Prdm14, is important for mouse PGC establishment. Significantly, loss of Mtgr1 does not result in general block in differentiation, as germ layer markers are expressed at comparable levels in embryoid bodies induced from *Mtgr1*^−/−^ versus wt ESCs (Figure 3—figure supplement 5).

### Generation of renewable monobody reagents to study and inhibit Prdm14-Mtgr1 interaction

To develop new tools for understanding the function of Prdm14 and to aid structure determination, we generated designer binding proteins termed ‘monobodies’ recognizing the SET domain of human and mouse Prdm14, as a part of a larger project aimed at developing new reagents for controlling epigenetic regulatory proteins. Monobodies are small binding proteins (~10 kDa) generated from combinatorial phage-display libraries built on the antibody-like scaffold of the tenth human fibronectin type III domain (FN3; Figure 4A) (Koide et al., 1998, 2012b). Monobodies can recognize their targets with high affinity and specificity and have a strong tendency to recognize functional binding sites in their target molecules including clefts and planar surfaces, and thus they often are potent inhibitors (Koide et al., 2012a; Sha et al., 2013; Wojcik et al., 2010). Furthermore, unlike antibodies whose folding depends on disulfide bond formation, monobodies are cysteine-free and thus functional when expressed under reducing environments such as the nucleus and cytoplasm. These attributes make monobodies particularly attractive as genetically encoded intracellular inhibitors.

**Figure 4.**
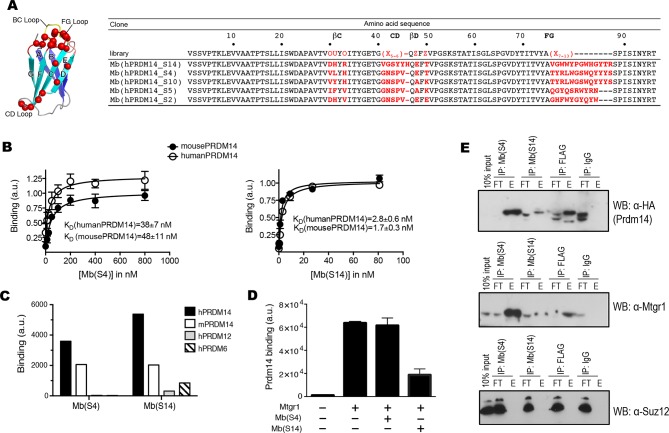
Generation of PRDM14-binding monobodies. (**A**) Schematic of the monobody scaffold. The β strands and loops are labeled and the diversified residues are marked as red spheres. The amino acid sequences of the monobody library and monobody clones. In the library designs, ‘X’ denotes a mixture of 30% Tyr, 15% Ser, 10% Gly, 5% Phe, 5% Trp, and 2.5% each of all the other amino acids except for Cys; ‘O’, a mixture of Asn, Asp, His, Ile, Leu, Phe, Tyr, and Val; ‘U’, a mixture of His, Leu, Phe, and Tyr; ‘Z’, a mixture of Ala, Glu, Lys, and Thr (Koide et al. 2012). A hyphen indicates a deletion. (**B**) Titration curves of Mb(hPRDM14_S4) and Mb(hPRDM14_S14) to human PRDM14 and mouse Prdm14. The error bars are the standard deviation (n = 3). The curves show the best fit of the 1:1 binding model. (**C**) Binding of Mb(S4) and Mb(S14) expressed on yeast surface to 50 nM of hPRDM14 and its homologues, mouse Prdm14, human PRDM12 and human PRDM6. (**D**) Competitive binding assay for Mtgr1 and monobodies. Binding of 10 nM Mtgr1 to biotinylated Prdm14 immobilized on streptavidin coated M280 beads in the absence and presence of 500 nM purified monobodies, Mb(S4) and Mb(S14). (**E**) Co-immunoprecipitation of FLAG–HA tagged Prdm14 expressed in mESC using Mb(S4), Mb(S14), α-FLAG M2 antibody or a negative control antibody (‘IgG’). Antibodies used for Western blotting are indicated with the blots. E, elution; FT, flow through; Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.016

**Figure 4—figure supplement 1.**
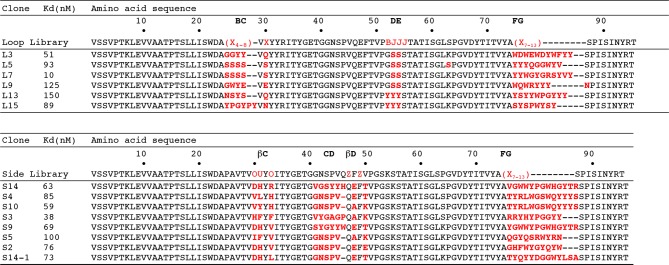
Sequences of monobodies selected against human PRDM14 and their K_D_ values to hPRDM14 measured in yeast display format. Two types of libraries were used, loop and side library. In the library designs, 'X' denotes a mixture of 30% Tyr, 15% Ser, 10% Gly, 5% Phe, 5% Trp, and 2.5% each of all the other amino acids except for Cys, 'B', a mixture of Gly, Ser and Tyr, 'J', a mixture of Ser and Tyr, 'O', a mixture of Asn, Asp, His, Ile, Leu, Phe, Tyr, and Val, 'U', a mixture of His, Leu, Phe and Tyr, 'Z', a mixture of Ala, Glu, Lys and Thr (Koide et al. 2012). A hypen indicates a deletion. **DOI:** http://dx.doi.org/10.7554/eLife.10150.017

**Figure 4—figure supplement 2.**
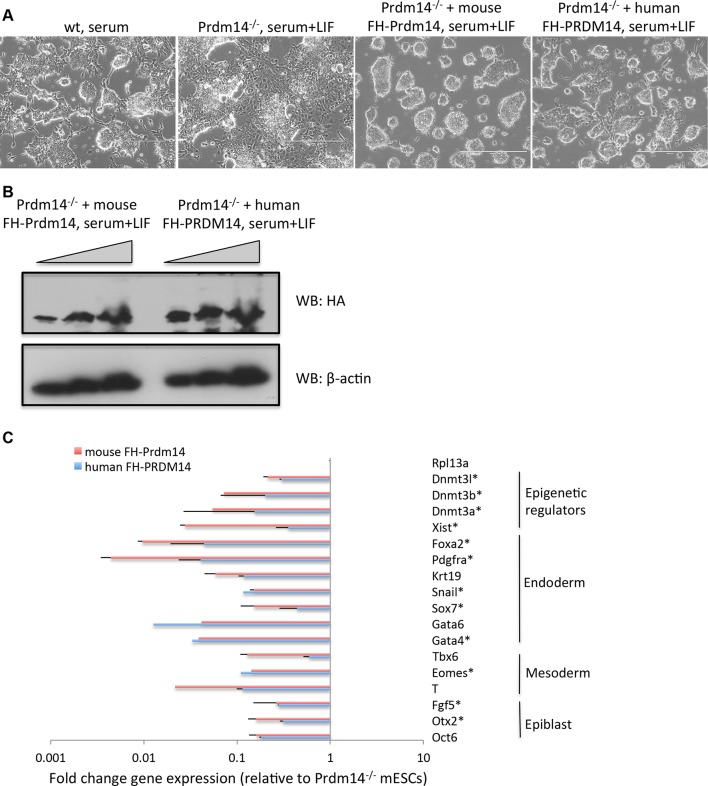
Human PRDM14 can substitute for the mouse Prdm14 in mESCs. (**A**) Morphological changes in Prdm14^−/−^ mESCs and those reconstituted with mouse or human FH-PRDM14 cDNA, respectively. Note that all lines were grown under serum+LIF conditions. (**B**) Western blot shows that both human and mouse Prdm14 proteins were expressed at similar levels in the reconstituted lines. (**C**) RT-qPCRs measuring changes in gene expression in lines reconstituted with human or mouse Prdm14 relative to the Prdm14^−/−^ line. Genes marked with an asterisk denote direct mouse Prdm14 targets from ChIP-seq. ChIP-seq, chromatin immunoprecipitation with sequencing; LIF, leukemia inhibitory factor; RT-qPCRs, quantitative reverse transcription-polymerase chain reaction. **DOI:** http://dx.doi.org/10.7554/eLife.10150.018

**Figure 4—figure supplement 3.**
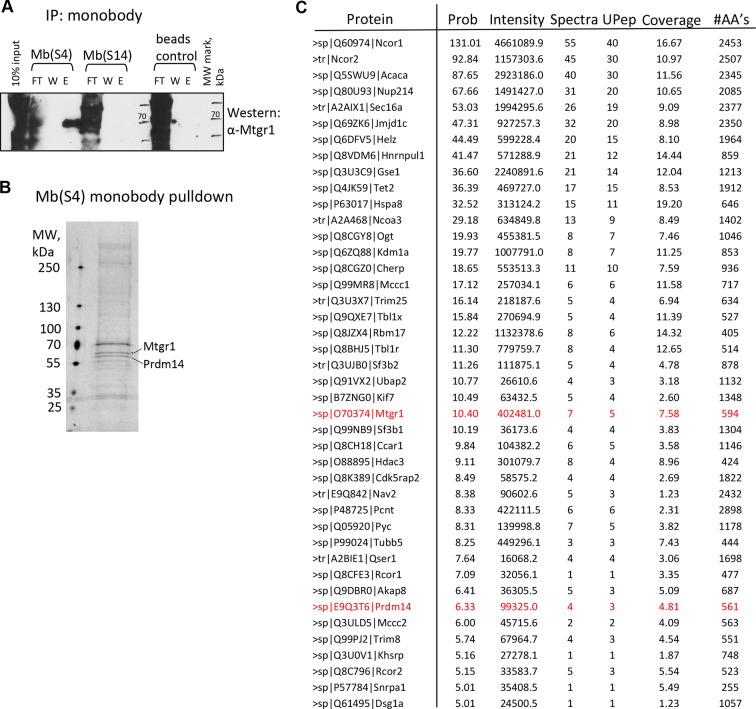
Monobody affinity pulldown of the endogenous Prdm14 protein. (**A**) Co-precipitation of Mtgr1 with endogenous Prdm14 from wt mESC extracts via affinity pulldown with Mb(S4), Mb(S14) or, as a negative control, beads only followed by detection of Mtgr1 by Western blotting. (**B**) Silver staining of polypeptides recovered in the affinity pulldown with Mb(S4) from wt mESC extracts. (**C**) Mass spectrometry analysis of proteins recovered in the affinity pulldown with Mb(S4) from wt mESC extracts. Results of the top recovered and correctly matched proteins (prob >5.00; prob – log probability of the correct fit to the data) are shown. Also shown are total intensity, number of spectra and number of unique peptides recovered, percent coverage and number of amino acids in the recovered protein. E, elution; FT, flow through; mESC, mouse embryonic stem cell; Mtgr1, myeloid translocation gene related 1; W, wash; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.019

We isolated Prdm14-binding monobodies from two combinatorial phage display libraries termed the ‘loop’ library and the ‘side’ library (Koide et al., 2012a). Following phage display selection, we performed gene shuffling for affinity maturation and further selection in the yeast display format to isolate clones with high affinity. We identified a total of 12 clones that bound to human PRDM14 (hPRDM14) with *K*_D_ <100 nM as measured by yeast surface display (Figure 4A; Figure 4—figure supplement 1). Among them, we identified two clones, Mb(hPRDM14_S4) and Mb(hPRDM14_S14), that bound hPRDM14 (residues 238–487) at least five-fold stronger than the closest homologues, hPRDM6 (residues 194–405) and hPRDM12 (residues 60–229) (Figure 4C). We will use shorthand names, Mb(S4) and Mb(S14), for referring to them hereafter for brevity. Additionally, these two monobodies showed comparable binding to the mouse homologue of hPRDM14, Prdm14. Of note, hPRDM14 was able to substitute for the mouse Prdm14 in rescue of the Prdm14^-/-^ ESC defects, suggesting both biochemical and biological conservation of function between mouse and humans (Figure 4—figure supplement 2).

We produced these two monobodies as purified proteins for further characterization. Consistent with analysis using yeast surface display, these purified monobodies showed high affinity with *K*_D_ <50 nM to both hPRDM14 and Prdm14 in bead-based assays (Figure 4B). We then examined whether these monobodies inhibited the interaction of Prdm14 with Mtgr1. Mb(S14) potently competed against the binding of Mtgr1 to Prdm14 but Mb(S4) did not (Figure 4D). This result suggests that the two monobodies bind to distinct surfaces of Prdm14 and the epitope for Mb(S14) overlaps with and therefore occludes the Mtgr1-binding surface (Figure 4D).

We next tested whetherif these monobodies can immunoprecipitate Prdm14 from mESC lysates. Mb(S4) captured Prdm14 and co-immunoprecipitated vast majority of Mtgr1 from the *FH-Prdm14* cell extracts (Figure 4E). On the other hand, Mb(S14) captured lower levels of Prdm14 , in agreement with its competition for the same binding surface as Mtgr1 (Figure 4E). Since PRC2 complex has been previously reported to associate with Prdm14 (Chan et al., 2013; Payer et al., 2013; Yamaji et al., 2013), we also looked for the presence of Suz12, a PRC2 component. We did not detect immunoprecipitated Suz12 in the elution fraction for either of the two monobodies. Next, we used monobodies to precipitate endogenous Prdm14 from wt ESCs. Immunoblot analysis with α-Mtgr1 antibody showed that Mb(S4) monobody, which does not disrupt Prdm14-Mtgr1 interaction, recovered endogenous Mtgr1 (and was able to deplete most of it from the extract, Figure 4—figure supplement 3A and B). In addition, we performed Prdm14 Mb(S4)-precipitation/mass spec analysis from wt ESCs, which readily detected Prdm14- and Mtgr1-originating peptides, but did not recover any other PRDM proteins confirming a high specificity of this monobody (Figure 4—figure supplement 3B and C). Common to monobodies generated to recognize native, folded proteins, neither Mb(S4) nor Mb(S14) detected denatured Prdm14 in immunoblotting (not shown). Overall, we report here the generation of the first recombinant affinity reagents targeting two distinct sites of Prdm14 SET domain.

### Monobody- and fusion-assisted crystal structure determination of the Prdm14-Mtgr1 complex

To understand how Prdm14 and Mtgr1 interact at the atomic level, we attempted crystallization of the Prdm14-Mtgr1 complex. However, aggregation of both proteins resulted in low yields of the complex suitable for crystallization. To overcome this problem, we designed a fusion construct of Prdm14 and Mtgr1 in which the two proteins were linked with a ten-residue linker (GSSGSSGS), a common strategy for stabilizing heterodimers (Ernst et al., 2014; Kobe et al., 2015; Reddy Chichili et al., 2013; Zhou et al., 2015). To confirm that the linker did not distort the Prdm14–Mtgr1 complex, we performed a series of experiments. The fusion protein had the same retention time on size-exclusion chromatography as the unlinked complex (Figure 5—figure supplement 1A), indicating that the linker did not alter the stoichiometry of the complex. We then compared the fusion and the unlinked complex using solution nuclear magnetic resonance (NMR) spectroscopy. Most of the cross peaks in the heteronuclear single quantum coherence (HSQC) spectrum of ^15^N-Prdm14 in complex with unlabeled Mtgr1 (where we observe signals only from ^15^N-Prdm14) overlapped with those in the HSQC spectrum of ^15^N-labeled Prdm14-linker-Mtgr1 (where we observe signals from the entire fusion protein including both Prdm14 and Mtgr1) (Figure 5—figure supplement 1B). The large number of overlapping peaks in the two spectra strongly suggests that the Prdm14 protein takes on nearly identical average conformation in the unlinked complex and the fusion protein (Figure 5—figure supplement 1B). Furthermore, the fusion protein and the unlinked complex had the same affinity to Mb(S4), indicating that the linker did not distort the Prdm14 epitope for the monobody (Figure 5—figure supplement 1C). This fusion construct allowed us to overcome the aggregation problem, but it still yielded no crystals in crystallization trials using over 500 conditions.

We then used Mb(S4), the monobody that did not inhibit the Prdm14-Mtgr1 interaction, as a crystallization chaperone. Monobodies, like antibody fragments, often facilitate the crystallization of otherwise recalcitrant systems (Koide, 2009; Stockbridge et al., 2015). The addition of Mb(S4) readily led to crystallization of Prdm14-linker-Mtgr1, and we determined its structure to a resolution of 3.06 Å through single wavelength anomalous diffraction (SAD) phasing using selenomethionine-labeled crystals (Figure 5A; Table 1; Figure 5—figure supplement 2A). The crystallized complex had two Prdm14-linker-Mtgr1/Mb(S4) complexes in the asymmetric unit. As expected, the monobody bound exclusively to Prdm14, burying 604 Å^2^ surface areas, a similar interface size to other monobody/target complexes (Figure 5—figure supplement 2B, E) (Gilbreth et al., 2008; Wojcik et al., 2010). In the crystal, monobody–monobody interactions facilitated crystal contacts via face-to-face interactions of the β-sheet surfaces (not involved in Prdm14 interaction), illustrating the importance of Mb(S4) as a crystallization chaperone for this complex (Figure 5—figure supplement 2D).

**Figure 5.**
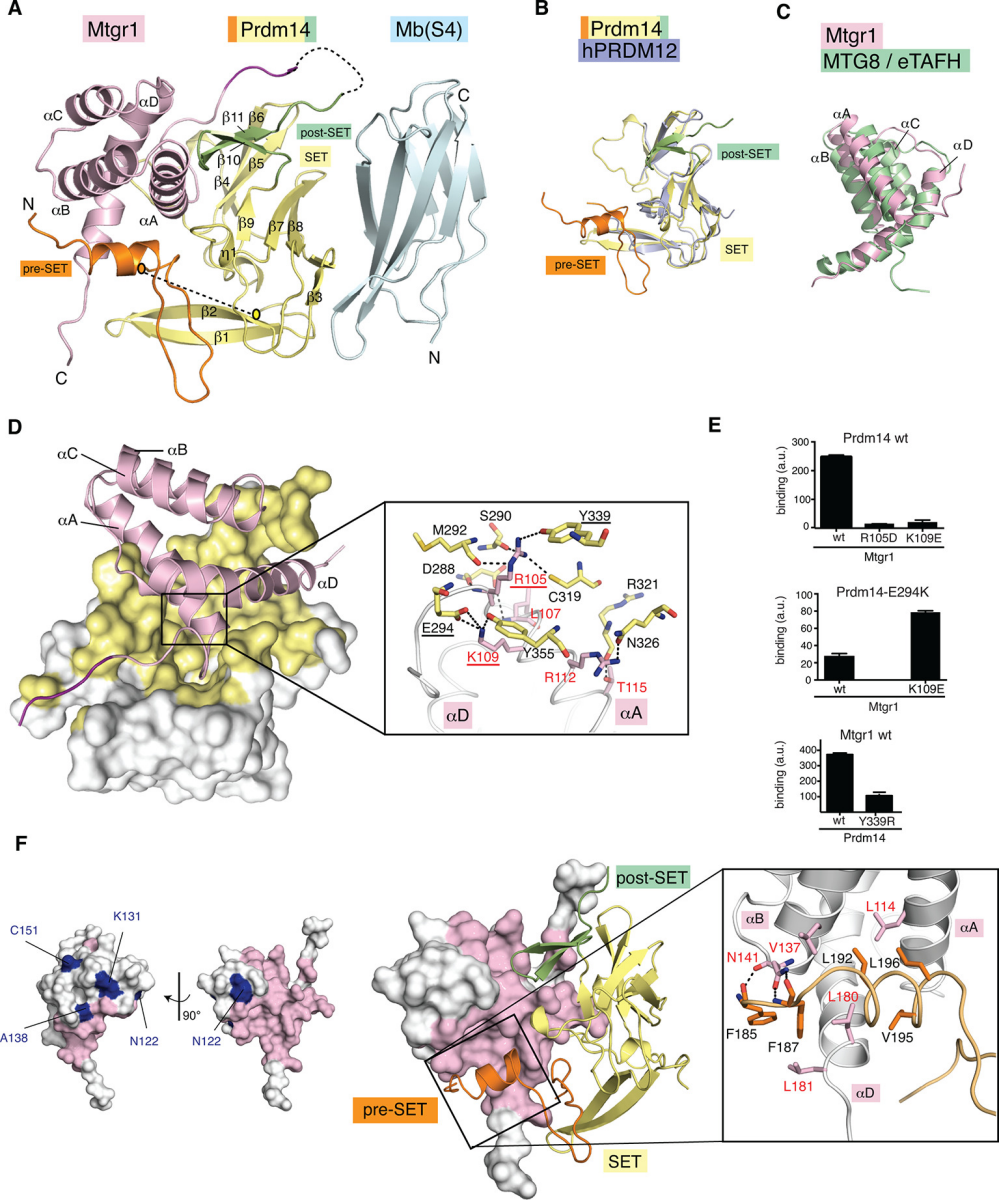
Crystal structure of the Prdm14–Mtgr1 complex. (**A**) The overall structure of the Prdm14-linker–Mtgr1/Mb(S4) complex. Missing residues are shown with dotted lines. The pre-SET region (in orange), SET domain (in yellow) and post-SET region (in green) of Prdm14 are shown. The Mtgr1 helices are marked for clarity (αA–αD). (**B**) Superposition of the Prdm14 crystal structure with the crystal structure of hPRDM12 (PDB ID 3EP0). (**C**) Superposition of the Mtgr1 crystal structure with the NMR structure of the MTG8 NHR1 (eTAFH) domain (PDB ID 2KNH). (**D**) Prdm14–Mtgr1 interface. Prdm14 is shown in white surface representation with the interacting residues in yellow (Top). Mtgr1 is shown in cartoon representation in pink color. In the detailed view, Prdm14 residues are marked in red and Mtgr1 residues are marked in black. Salt bridges and hydrogen bonds between Prdm14 and Mtgr1 are shown in dotted lines. Residues that were mutated based on the structure are underlined. (**E**) Binding of wt, E294K and Y339R Prdm14 (residues 184–373) to immobilized wt Mtgr1 (top) and Mtgr1(K109E) (bottom) in a bead-based assay. (**F**) Mtgr1 is shown in white surface representation with interacting residues in pink (left). Non-identical residues between Mtgr1 and the other ETO proteins are shown in blue (left). The detailed view shows the interaction of Prdm14 residues N-terminal to the SET domain (pre-SET) with Mtgr1 (right). Prdm14 residues are labeled in red and Mtgr1 residues in black. Mtgr1, myeloid translocation gene related 1; NMR, nuclear magnetic resonance. **DOI:** http://dx.doi.org/10.7554/eLife.10150.020

**Figure 5—figure supplement 1.**
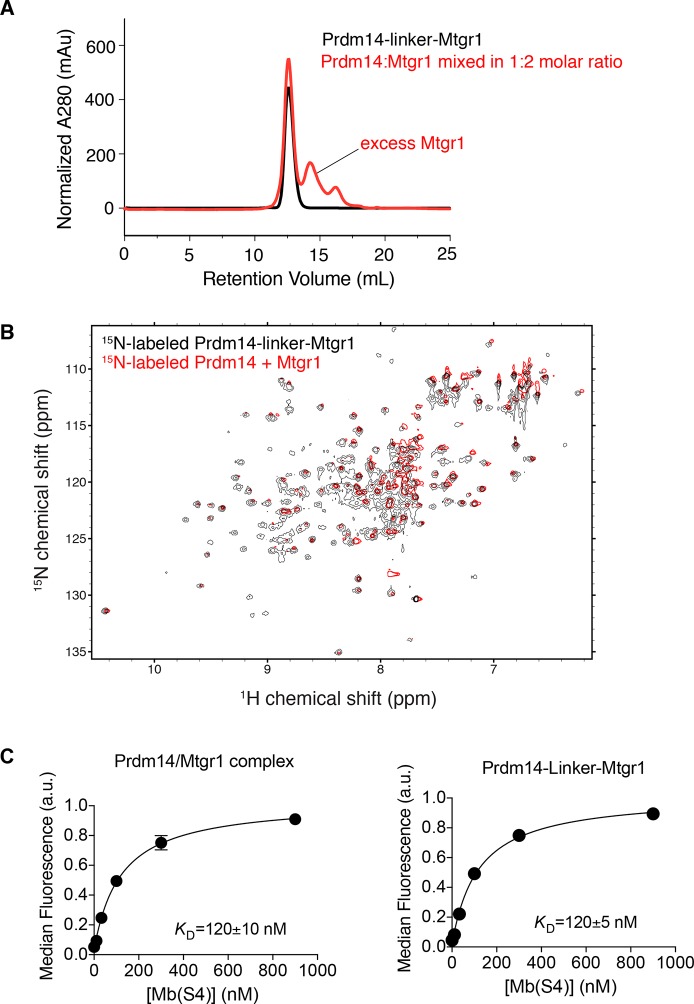
Inclusion of a linker does not affect the Prdm14–Mtgr1 interaction. (**A**) Elution profiles of Prdm14-linker–Mtgr1 (in black) and Prdm14 mixed with Mtgr1 in a 1:2 molar ratio (in red) from a Superdex75 size-exclusion column. (**B**) Overlay of the ^15^N-^1^H HSQC spectrum of ^15^N-Prdm14-linker-Mtgr1 complex (black) with that of ^15^N-labeled Prdm14 in complex with unlabeled Mtgr1 (red). (**C**) Titration curves for binding of Prdm14/Mtgr1 complex and Prdm14-linker-Mtgr1 to Mb(S4). The error bars shown on each data points are the standard deviation from triplicate measurements. The curves show the best fit of the 1:1 binding model. The errors for the *K*_D_ values are the standard deviations from triplicate measurements. Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.021

**Figure 5—figure supplement 2.**
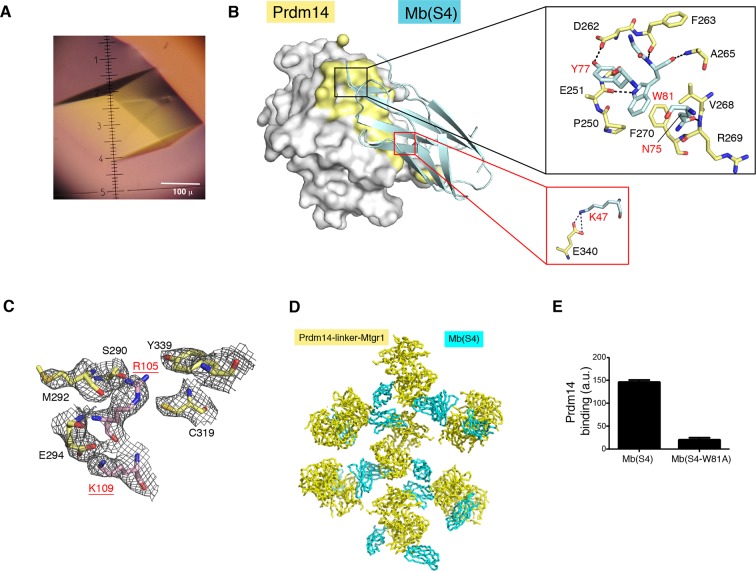
Structural features of the Prdm14-linker–Mtgr1/Mb (S4) complex. (**A**) Crystals of the Prdm14-linker–Mtgr1/Mb(S4) complex obtained in 16% PEG3350, 8% Tascimate pH 5.3. (**B**) The Prdm14-monobody interface. Prdm14 is shown in white surface representation with the interface residues on Prdm14 shown in yellow and are labeled in black. Mb(S4) is shown in cartoon representation in cyan and are labeled in red. The upper box illustrates prominent features in the interface involving residues in the FG loop of the monobody. Trp81 of Mb(S4) is in the pocket formed by Pro250, Phe270, Val268, Asp262 and Ala265 of Prdm14. Gln75, Tyr77 and Trp81 of Mb(S4) form hydrogen bonds with Prdm14 Arg269, Asp262 and Glu251, respectively. Hydrogen bonds and salt bridges are shown in black dotted lines. The bottom box shows a salt bridge formed between Prdm14 Glu340 and Lys47 in the β-strand C of Mb(S4). (**C**) Unbiased feature-enhanced map showing electron density at the 1 sigma level for residues involved in Prdm14–Mtgr1 interaction. (**D**) Crystal contacts between monobodies and Prdm14 from neighboring molecules. The symmetry related molecules are shown with Prdm14-linker–Mtgr1 in yellow and monobody in cyan. (**E**) Binding of Mb(S4) and its point mutant, Trp81 to Ala, to biotinylated Prdm14 immobilized on streptavidin M280 beads, as measured using the bead-based binding assay. Mutation of Trp81 results in substantial loss of Prdm14 binding, confirming the interface between Prdm14 and Mb(S4) shown in panel B. Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.022

**Figure 5—figure supplement 3.**
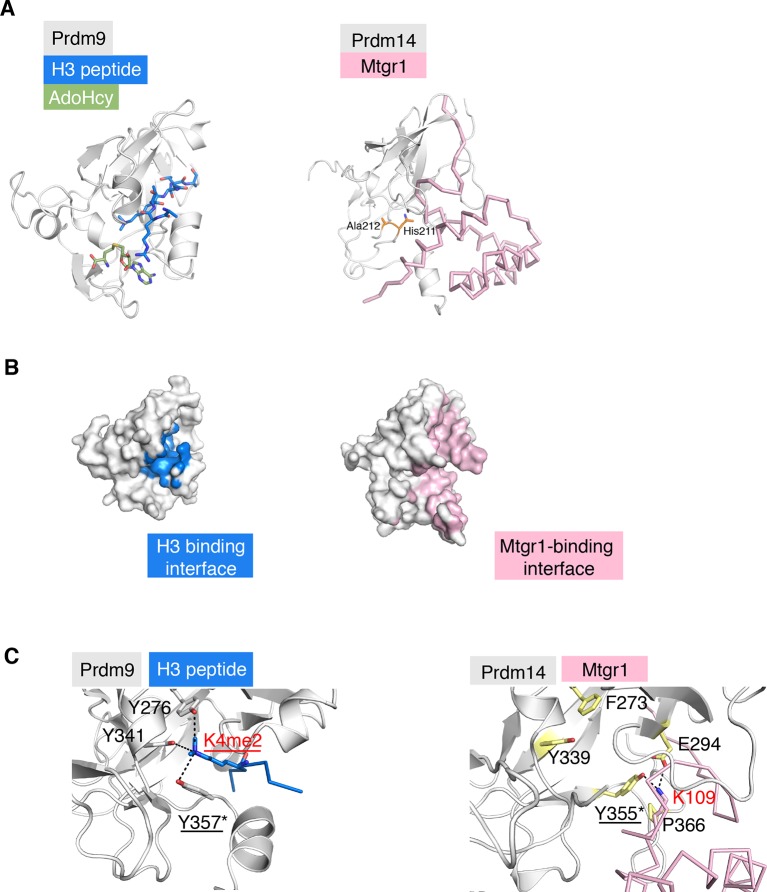
Comparison of the structure of the Prdm14–linker-Mtgr1 complex with that of the Prdm9- histone H3 peptide-S-adenosyl-L-homocysteine (AdoHcy) complex. (**A**) Left, the crystal structure of the Prdm9 complex (PDB ID 4C1Q). Prdm9 is shown in cartoon representation in gray and the histone peptide is shown in sticks in blue. AdoHcy is shown in green sticks. Right, cartoon representation of Prdm14 in gray with Mtgr1 shown in pink ribbon representation. The residues in pre-SET region of Prdm14 that occupy the region equivalent to the AdoHcy binding site in Prdm9 are shown in orange. (**B**) Left, surface representation of Prdm9 in which the surfaces for the atoms within 4.5 Å from the peptide are marked in blue. Right, Mtgr1-interacting residues of Prdm14 are shown in pink. (C). Left, residues in the Prdm9 catalytic site (labeled in black) and the Lys4me2 of the histone peptide (labeled in red), shown in sticks. Tyr357 is directly involved in the catalytic activity of Prdm9. Right, the same region of Prdm14. Phe273 and Tyr339 in Prdm14 are respectively equivalent to Tyr276 and Tyr341 in Prdm9. Lys109 of Mtgr1 present in proximity to the Prdm14-Tyr355 (equivalent to Tyr357 in Prdm9) is shown. Also shown are Pro366 and Glu294 that have atoms within 4.5 Å of Mtgr1-Lys109. Prdm14 residues are labeled in black. K109 of Mtgr1 is labeled in red. Mtgr1, myeloid translocation gene related 1. **DOI:** http://dx.doi.org/10.7554/eLife.10150.023

The Prdm14 SET domain (residues 240–356) in the crystal structure is flanked by pre-SET and post-SET regions. The crystallization construct includes residues 184–239 that precede the SET domain (pre-SET) and residues 357–373 following the SET domain (post-SET). Unlike many SET domain-containing proteins, Prdm14 does not have cysteine-rich Zn finger domains adjacent to the SET domain, commonly termed pre-SET and post-SET domains. Thus, in the absence of well-defined domains, we refer to these adjacent segments as pre-SET and post-SET regions. The crystal structure of the mouse Prdm14 SET domain is very similar to that of the hPRDM12 SET domain, the closest human homologue of Prdm14 (PDB ID 3EP0; Cα RMSD=0.99; Figure 5B). The Prdm14 SET domain in our structure has a total of nine β-strands (β1-β9) arranged in three antiparallel β-sheets with a short 3_10_ helix (η1) inserted between β6 and β7. The pre-SET region in our construct has a short helix at the N-terminus followed by a long structurally disordered region a part of which (residues 217–239) has no detectable electron density even at 0.5 σ contour levels (2Fo-Fc). The residues that constitute the post-SET region at the C-terminus to the SET domain are arranged in an antiparallel beta sheet (β10 and β11). Overall, the structural features of the PR/SET domain in Prdm14 show no major differences with other PR/SET domains in Prdm proteins.

**Table 1.** Data collection, phasing and refinement statistics for Prdm14-linker-Mtgr1/Mb(S4) complex crystals. **DOI:** http://dx.doi.org/10.7554/eLife.10150.024

	Native	SeMet SAD
**Data collection**		
Beamline	APS 19ID	APS 19ID
Space group	P4_3_2_1_2	P4_3_2_1_2
*Cell dimensions*		
*a, b, c* (Å)	106.8,106.8,180.7	106.9, 106.9,180.9
a, b, g (°)	90,90,90	90,90,90
		*Peak*
Wavelength	0.97918 Å	0.97918 Å
Resolution (Å)	37.7–3.05 (3.16–3.05)	50–3.18 (3.23–3.18)
*R_pim_*	0.024 (0.482)	0.022 (0.315)
*I* / σ*I*	30.0 (1.4)	52.4 (2.0)
Completeness (%)	100 (100)	100 (100)
Redundancy	20.5 (19.5)	86.2 (45.2)
**Refinement**		
Resolution (Å)	37.7–3.05 (3.16–3.05)	
No. of unique reflections	20631 (2013)	
*R*_work_ / *R*_free_	0.189/0.250	
No. atoms	5476	
Protein	5476	
Ligand/ion	0	
Water	0	
*B*-factors	114.3	
Protein	114.3	
Ligand/ion	0	
Water	0	
R.m.s deviations		
Bond lengths (Å)	0.006	
Bond angles (°)	1.13	
*Ramachandran statistics*		
Favorable	95.8	
Allowed	4.1	
Outliers	0.1	

The Mtgr1 NHR1 domain (also called the TAFH domain) is highly conserved in the ETO family. The Mtgr1 NHR1 domain in the crystal structure contains four well-defined α-helices arranged in a bundle (αA-αD; Figure 5C). Currently, three NMR structures for the NHR1 domain of human MTG8, another member of the ETO family, are available (Park et al., 2009; Plevin et al., 2006; Wei et al., 2007). Mtgr1 in the crystal structure has almost identical topology as the average solution NMR structure of the NHR1 domain from MTG8 (ETO) in complex with a stabilizing peptide (PDB ID 2KNH; Cα RMSD=1.77 Å; Figure 5C). Similar structural features and high sequence identity for the NHR1 domain in ETO proteins explain the pull-down of Mtg8 and Mtg16 in the FH-Prdm14 purifications (Figure 5F (left); Figure 1A; Figure 1—source data 1).

### Mtgr1 contacts with the SET domain and pre-SET region of Prdm14

The Mtgr1-Prdm14 interaction interface buries 2180 Å^2^, a large interface but still within the observed range for high-affinity protein–protein interaction interfaces with a low nanomolar *K*_D_ value (Lo Conte et al., 1999). We observe that Mtgr1 interacts with both SET domain and pre-SET region of Prdm14 (Figure 5A), as was predicted from our earlier interaction mapping co-immunoprecipitation experiments (Figure 1C). The interactions between the Prdm14 SET domain and Mtgr1, mediated primarily by αA and αD, contribute 65% of the total buried surface area. The substantial interaction interface between the pre-SET region and Mtgr1 (35% of the interface) rationalizes the importance of the pre-SET region in the Prdm14-Mtgr1 interaction (Figure 1C).

Several features in the interface are notable. Arg105 located at the N-terminal end of Mtgr1 αA sits in a pocket formed by Ser290, Met292, Cys319 and Tyr339 of Prdm14 and its guanidinium moiety makes hydrogen bonds with the side chains of all of these residues (Figure 5D, Figure 5—figure supplement 2C). Mutating Mtgr1 Arg105 to Asp resulted in a loss of detectable binding (Figure 5E), and replacing Prdm14 Tyr339 of the pocket with Arg substantially reduced binding (Figure 5E). In addition, Lys109 in Mtgr1 αA interacts with Glu294, Tyr355 and Pro366 of Prdm14 SET domain. Lys109 in Mtgr1 forms a salt bridge with Glu294 from β5 of the Prdm14 SET domain (Figure 5D). Mutating either of these residues led to a loss of detectable binding (Figure 5E). Remarkably, charge reversal of this ionic interaction, that is, the combination of Mtgr1 K109E and Prdm14 E294K restored binding, in agreement with the salt bridge formation across the binding interface in solution (Figure 5E middle). These mutation experiments together supports the authenticity of the binding interface observed in the crystal structure and identified critical electrostatic interactions.

The Mtgr1 interaction with Prdm14 pre-SET region involves residues from Mtgr1 helix αA, αB and αD (Figure 5A). Several Leu and Val residues from the helix in the pre-SET region contribute to hydrophobic interactions with residues in Mtgr1 helices (Figure 5F). In addition, Mtgr1 Asn141 forms hydrogen bonds with residues Phe185 and Phe187 from the helix in the pre-SET region. These results further reinforce the observation that Prdm14 utilizes both pre-SET region and SET domain to interact with Mtgr1.

### Association of Prdm14 with Mtgr1 is required for mESC maintenance and PGC-LC formation

Given strong association between Prdm14 and Mtgr1, as well as phenotypic similarities upon loss of either protein, we next examined whether the lack of Prdm14–Mtgr1 interaction would have a biological effect on mESC gene expression and the efficiency of PGC-LC induction. To this end, we first confirmed that the point mutations designed based on the crystal structure (Figure 5D and E) also disrupted the interaction between the full-length proteins in cells, and that the combined charge reversal mutations restored the interaction (Figure 6A). Then, we reconstituted *Stella*:GFP Prdm14^−/−^ mESCs with cDNAs encoding either wt or mutant (E294K or Y339R) FH-Prdm14 and confirmed that all three proteins were expressed at similar levels (Figure 6B). Next, we used RNA-seq to compare gene expression patterns of these mESCs after transition from 2i+LIF to serum+LIF culture (Figure 6C). 

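RNA-seq values were analysed for 2 libraries of Prdm14−/− cells (clones G6 and F10), 2 of the same clones rescued with wt FH-Prdm14 and 2 rescued with the E294K mutant, which changes a glutamate of the Prdm14 SET domain that contacts Mtgr1, all after 5 days in serum+LIF. The E294K libraries had 16419718 reads on genes in clone F10 and 15916798 in clone G6. The deposited RPKM values were compared on the log2(RPKM + 0.5) scale with limma in the model of all 15 libraries, over genes with an RPKM of at least 1 in at least 2 libraries. Prdm14 was at 1.96 and 3.60 RPKM in Prdm14−/− clones G6 and F10, at 105 and 89.9 RPKM in the E294K lines and at 116 and 79.8 RPKM in the wt FH-Prdm14 lines of these clones. The log2 fold change between E294K and wt FH-Prdm14 lines was 0.01 (standard error 0.38, adjusted p = 0.989 from limma with Benjamini-Hochberg adjustment). For the E294K lines against the FH-Prdm14 lines, 2633 genes differed (856 higher, 1777 lower), and for the E294K lines against Prdm14−/− cells 4435 genes differed (2039 higher, 2396 lower) at an adjusted p under 0.05. With only the compared pair of conditions in the fit, the alternative that moved the first number most, 7214 genes differed. With the parental clone as a replicate block, a pairing taken from the labels, 5413 and 7111 genes differed. Deviations of same-clone libraries correlated across genes at 0.08 between E294K and FH-Prdm14 lines and at 0.04 between E294K and Prdm14−/− lines.

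The log2 fold change between E294K and FH-Prdm14 lines had a Spearman rho of -0.397 with the GC content of the transcripts across 12046 genes, which are not independent replicates. For E294K lines against Prdm14−/− cells rho was -0.418. The small RNAs Rmrp, Rpph1 and Rprl3 had the largest increases against the FH-Prdm14 lines, by 6.55, 5.53 and 4.93 on the log2 scale. Rmrp was at 1815 and 822 RPKM in the E294K lines and between 11.3 and 16.3 RPKM in the FH-Prdm14 and Prdm14−/− lines, and it also varied between libraries of 1 condition, from 19.3 to 452 RPKM in Mtgr1−/− cells. The labels give no sequencing batch, and a batch that held only the E294K lines could not be told apart from the mutation in these libraries. The paper's methods name a NextSeq and a HiSeq instrument with different read lengths and do not say which library was run on which. The largest decreases were of Gm8994, Gm4971 and Usp17lc, with log2 fold changes of -5.21, -4.73 and -4.35.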

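Compared with the wt FH-Prdm14 lines, the E294K lines had more RNA of the epiblast markers Fgf5, Dnmt3b and Pou3f1 (Oct6), with log2 fold changes of 1.98, 3.26 and 1.81. The change of Fgf5 had a standard error of 0.20 and an adjusted p of 7.46e-05 from limma with Benjamini-Hochberg adjustment. Wnt8a, at 0.481 and 0.290 RPKM in the E294K lines, had a log2 fold change of 0.75 that did not pass the threshold (adjusted p = 0.118 from limma with Benjamini-Hochberg adjustment). Of the extraembryonic endoderm genes, Peg10 (2.94) and H19 (1.65) passed an adjusted p of 0.05 from limma with Benjamini-Hochberg adjustment, whereas Krt19 (0.32), Fgfr2 (0.36), Sparc (-0.37), Anxa3 (1.19) and Gata6 (-0.09) did not, with log2 fold changes in parentheses. The naïve pluripotency genes Klf2, Klf4, Esrrb and Tbx3 were lower, with log2 fold changes of -1.64, -1.43, -0.70 and -1.54. Without a filter on low values, Klf2 and Tbx3 were no longer past the threshold (adjusted p = 0.0603 and 0.05 from limma with Benjamini-Hochberg adjustment), nor were Klf2 and Esrrb after an adjustment for GC content, a setting chosen after the data were seen (adjusted p = 0.0675 and 0.0704 from limma with Benjamini-Hochberg adjustment). Zfp42 did not differ beyond the spread (-0.11, standard error 0.40). Tet2 was at 19.7 and 19.6 RPKM in the E294K lines and at 12.1 and 9.40 RPKM in the FH-Prdm14 lines (log2 fold change 0.85, adjusted p = 0.153 from limma with Benjamini-Hochberg adjustment). With the parental clone as a replicate block, a pairing taken from the labels, Tet2, Wnt8a, Anxa3 and Sparc passed the threshold, with adjusted p-values of 0.00923, 0.0277, 0.00691 and 0.0158 from limma with Benjamini-Hochberg adjustment. They also passed it with only the compared conditions in the fit, with 0.00484, 0.0182, 0.00189 and 0.00542 from limma with Benjamini-Hochberg adjustment. Under settings chosen after the data were seen, Wnt8a also passed with a pseudocount of 0.1, voom and the adjustment for GC content, and Anxa3 with a pseudocount of 1. Against Prdm14−/− cells, Fgf5, Pou3f1, Wnt8a, Krt19, Sparc, H19, Fgfr2 and Anxa3 were lower in the E294K lines (log2 fold changes from -2.83 to -0.78) and Esrrb, Zfp42, Tet2 and Klf4 were higher (from 0.88 to 2.32), at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. Peg10 (-0.02, adjusted p = 0.977) and Klf2 (-0.03, adjusted p = 0.973) were close to their level in Prdm14−/− cells, and Dnmt3b (0.88, adjusted p = 0.0687), Tbx3 (1.08, adjusted p = 0.0734) and Gata6 (-0.81, adjusted p = 0.154) did not pass the threshold in limma with Benjamini-Hochberg adjustment.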

In the Prdm14^−/−^ cells reconstituted with mutant Prdm14, we noted elevated expression of genes associated with differentiation to epiblast and extraembryonic endoderm, and diminished expression of naïve pluripotency genes (with an exception of *Tet2*), similar to attenuated expression patterns (albeit not to the same degree) as we observed upon loss of Prdm14 (Figure 6C, compare to Figure 3A). 

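Each of the 3390 genes that differed between Prdm14−/− and FH-Prdm14 cells at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment was given a position, 0 at the mean of the FH-Prdm14 lines and 1 at the mean of Prdm14−/− cells on the log2(RPKM + 0.5) scale. The median position of the E294K lines was 0.386 (quartiles 0.0175 and 0.796), and 60.4% of the genes lay between the 2 ends. For genes higher in Prdm14−/− cells the median was 0.235 (1531 genes), and for genes lower there it was 0.538 (1859 genes). When genes were chosen on clone G6 and measured on F10, the median was 0.474, and the other way round it was 0.381. Without Prdm14−/− clone F10, the change that moved the median most and a setting chosen after the data were seen, it was 0.279. The wt serum+LIF library had a median position of 0.365 on the same genes.

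In a PCA of all 15 libraries on the 898 genes with the highest median absolute deviation, PC1 carried 44.9% and PC2 24.5% of the variance. The E294K centroid projected at 0.472 of the way from the FH-Prdm14 to the Prdm14−/− centroid. It lay 36.3 units from the FH-Prdm14 lines, 37.5 units from Prdm14−/− cells, 10.9 units from the FH-Mtgr1 lines and 6.11 units from the wt serum+LIF library. From principal components and clustering, the paper proposes that the profile of the E294K lines is hypomorphic and lies between those of Prdm14−/− and wt-reconstituted cells.

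**Figure D3:**
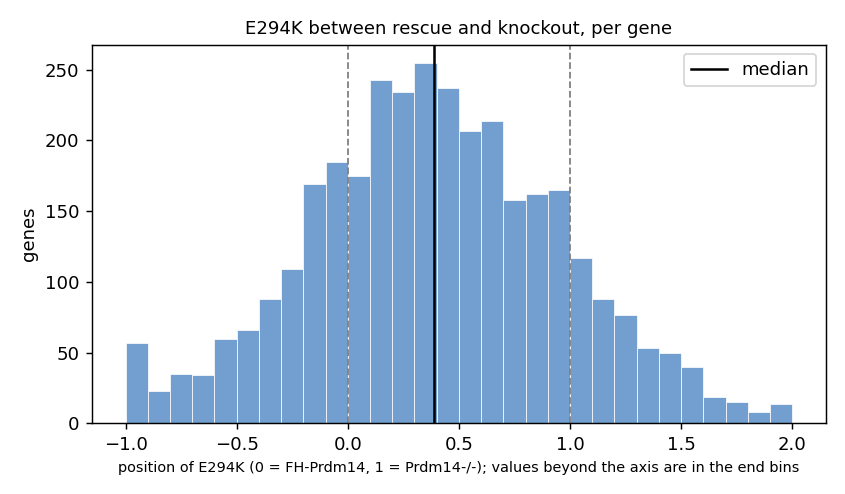
Number of genes (vertical axis) by position of the E294K lines between the FH-Prdm14 lines (0, dashed line) and Prdm14−/− cells (1, dashed line) for 3390 genes. The solid line is the median, 0.386; values beyond the axis are collected in the end bins.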

Principal component and clustering based on differential gene expression further support the notion that Prdm14 E294K lines show hypomorphic expression profile, which falls in between the Prdm14^−/−^ ESCs and those reconstituted with wt Prdm14 (Figure 6—figure supplement 1). Finally, the efficiency of mPGC-LCs formation from mESC reconstituted with Prdm14 mutants (E294K, Y339R) was significantly diminished compared to cells rescued with the wt Prdm14 to almost the same degree as in *Prdm14^−/−^* cells (Figure 6D).

**Figure 6.**
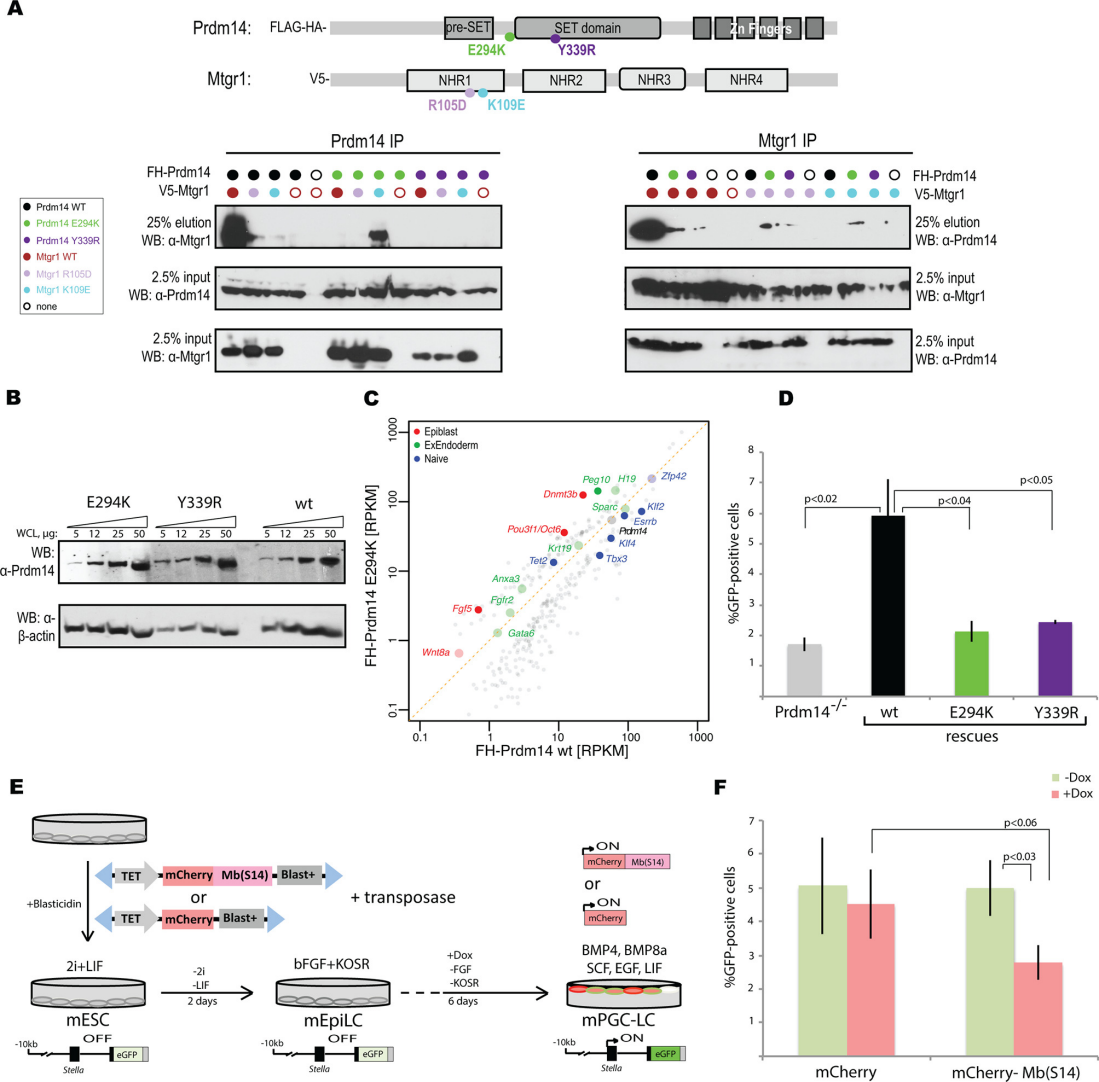
Inhibition of Prdm14–Mtgr1 interaction affects stem cell maintenance and PGC-LC induction. (**A**) Single amino-acid substitutions at the interaction surface abrogate Prdm14–Mtgr1 association in cells. Indicated full length V5-Mtgr1 wt or single point mutant proteins were introduced to HEK293 cells and co-immunoprecipitated with full length FH-Prdm14 wt or single mutant protein as indicated in the diagram. Please note rescue of the association when the combination of Mtgr1 K109E and Prdm14 E294K mutants is tested. (**B**) Western blot showing protein expression levels of wt, E294K and Y339R FH-Prdm14 protein in lysates from *Prdm14^−/−^* mESCs cells reconstituted with the respective transgenes. (**C**) RNA-seq from *Prdm14*^−/−^ cells reconstituted with wt Prdm14 protein (x axis) were compared to *Prdm14*^−/−^ cells reconstituted with E294K Prdm14 mutant (y axis) and expression values (RPKM) of all significantly changed transcripts were plotted. The transcripts of specific genes are highlighted in red, green, blue or black as indicated; shaded colors indicate no significant difference. (**D**) Quantification of GFP signal as a measure of mPGC-LC induction from *Prdm14*^−/−^ cells and *Prdm14*^−/−^ cells reconstituted with transgenes encoding wt, E294K, or Y339R Prdm14 protein. (**E**) Schematics of the piggyBac transposon-based reporter system used to create dual reporter lines. mESC line was transfected with either dox-inducible mCherry construct or dox-inducible mCherry-Mb(S14) fusion protein. The lines were selected using blasticidin and three populations were tested further for their competency to form mPGC-LCs. mESC to mEpiLC transition followed by mPGC-LC transition using defined media in cells containing *Stella*:GFP reporter (lower panel). Doxycycline was added after mEpiLC stage. (**F**) Quantification of GFP signal as a measure of mPGC-LC induction from mCherry population of cells and mCherry-Mb(S14) population of cells with and without addition of doxycycline. mEpiLCs, mouse epiblast-like cells; mESCs, mouse embryonic stem cell; mPGC-LCs, mouse primordial germ cell-like cells; GFP, green fluorescent protein; Mtgr1, myeloid translocation gene related 1; RNA-seq, RNA sequencing; RPKM, reads per kilobase of exon per million reads mapped; WCL, whole cell lysates; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.025

**Figure 6—figure supplement 1.**
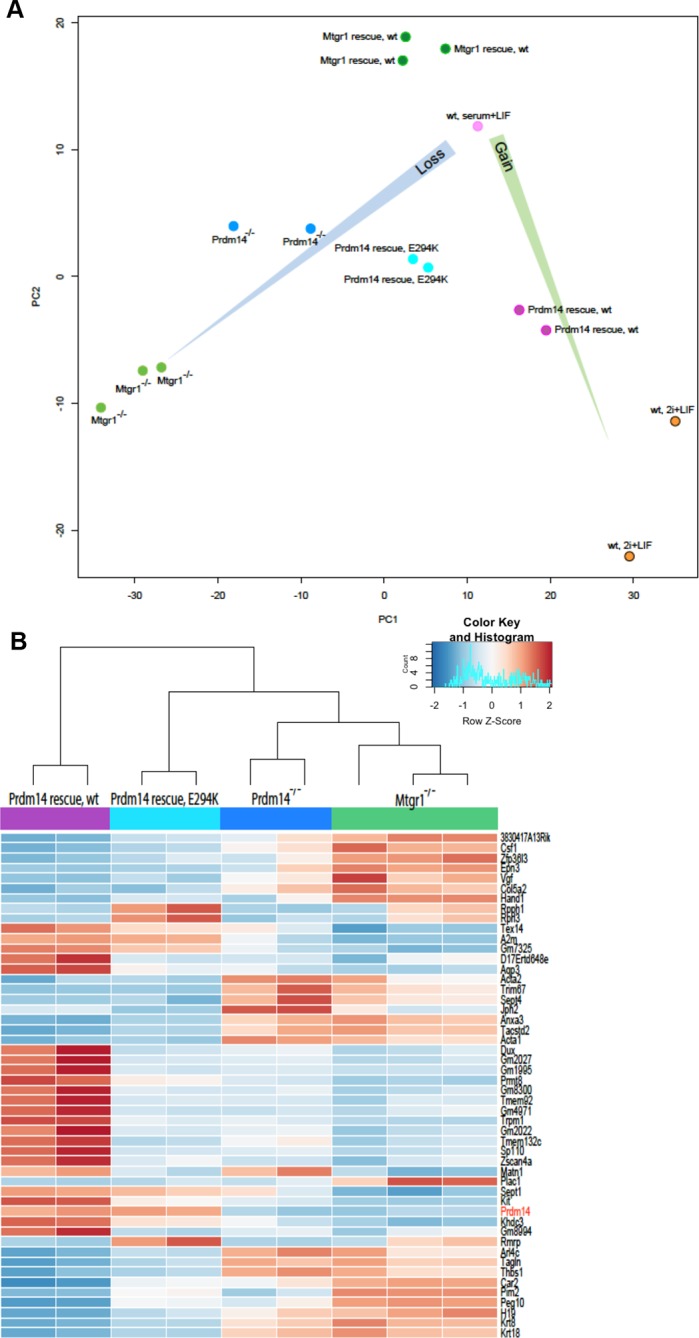
Gene expression analyses of Prdm14^−/−^ cells reconstituted with wt or E294K Prdm14. (**A**) PCA of RNA-seq expression comparisons of the top 898 genes with the highest median average deviation in indicated ESC lines. (**B**) Heatmap displaying top 50 variable genes between *Mtgr1^−/−^*(three clones), *Prdm14^−/−^* (2 clones) mESCs or *Prdm14^−/−^* clones reconstituted with wt or mutant (E294K) Prdm14 protein. ESC, embryonic stem cell; PCA, principal component analysis; mESCs, mouse embryonic stem cell; Mtgr1, myeloid translocation gene related 1; RNA-seq, RNA sequencing. **DOI:** http://dx.doi.org/10.7554/eLife.10150.026

**Figure 6—figure supplement 2.**
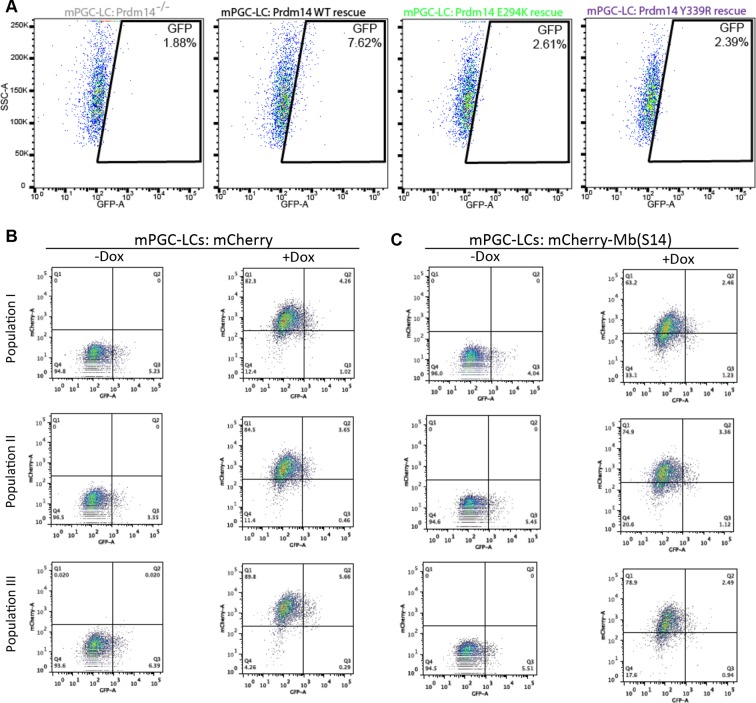
Inhibition of Prdm14–Mtgr1 interaction affects germ cell development. (**A**) FACS plots of the gated quantification of GFP signal shown in Figure 6D as a measure of mPGC-LC induction from wt cells, *Prdm14*^−/−^ cells or *Prdm14^−/−^* clones reconstituted with wt or mutant (E294K, Y339R) Prdm14. (**B**) FACS plots of the gated quantification of GFP signal shown in Figure 6F as a measure of mPGC-LC induction from three independent populations of mCherry cells or mCherry-Mb(S14) cells with and without addition of doxycycline. FACS, fluorescence-activated cell sorting; GFP, green fluorescent protein; wt, wild type. **DOI:** http://dx.doi.org/10.7554/eLife.10150.027

Our results thus demonstrate that association of Prdm14 with Mtgr1 is required for mediating its functions in pluripotency and germ cell formation. Given that one of the monobodies we developed, Mb(S14), binds to Prdm14 competitively with Mtgr1, we hypothesized that this reagent can be utilized to inhibit Prdm14 function in living cells or organisms in a highly controlled manner. To provide a proof-of-principle for such strategy, we engineered piggyBac doxycycline-inducible constructs encoding mCherry-Mb(S14) fusion or, as a control, mCherry alone, and introduced them into *Stella*:GFP reporter mESCs (Figure 6E). Next, we induced mPGC-LC formation from mESCs in the absence or presence of doxycycline (added during the induction of mPGC-LCs from mEpiLCs) to activate monobody expression. We observed consistent reduction in PGC-LC formation efficiency in cells expressing the mCherry-Mb(S14) fusion protein, as compared with the same cell population without addition of doxycycline or to cells expressing mCherry alone (Figure 6F, Figure 6—figure supplement 1). A more moderate effect of the monobody (compared with the Prdm14 E294K mutation, Figure 6D) is probably due to the fact that this monobody needs to compete against the high-affinity interaction between Prdm14 and Mtgr1. In addition, we noticed a short half-life of the mCherry-Mb(S14) fusion protein (data not shown), which may contribute to the moderate effect but could also facilitate inhibition with high temporal resolution in the future. Thus, Mb(S14) represents a novel tool that can be utilized to perturb Prdm14 function in living cells during a dynamic biological process such as the PGC induction and can be further modified in the future for addressing particular questions using standard protein-engineering technologies.

## Discussion

Our study identified the ETO family co-repressor Mtgr1 as a new regulator of mESC identity, which facilitates molecular functions of Prdm14 through direct binding to its pre-SET/SET region. Therefore, although no evidence has been previously found for the catalytic activity of the Prdm14 SET domain, our data demonstrate that this domain is nonetheless essential for Prdm14 function by mediating the interaction with its key partner, Mtgr1. Prdm14 and Mtgr1 co-occupy distal regulatory regions of many target genes linked to differentiation, DNA methylation and chromatin modification, consistent with their tight interaction. Loss of either protein results in upregulation of a subset of these target genes and a gradual loss of mESC self-renewal. However, similar to what has been observed previously for Prdm14, Mtgr1 is not required for maintenance of mESC under 2i+LIF. This can be explained by the fact that the Fgf/Erk pathway, a major signaling cascade driving both epiblast and extraembryonic endoderm differentiation (to which loss of Prdm14/Mtgr1 sensitizes cells), is inhibited under these conditions (Nichols and Smith, 2009).

Concordant upregulation of gene transcripts in *Prdm14^−/−^* or *Mtgr1^−/−^* cells compared with wt mESCs supports function of the Prdm14–Mtgr1 complex in gene silencing and agrees with the reported role of Mtgr1 as an HDAC-recruiting co-repressor (Rossetti et al., 2004). Notably, we detected HDACs 1–3 in our Prdm14 immunoprecipitates, and HDAC3 and other NCoR1 repressive complex components in our purifications with the Mb(S4) monobody, suggesting that the Prdm14–Mtgr1-dependent repression may indeed be facilitated by histone deacetylation and that Mtgr1 is required for recruiting HDACs to Prdm14-binding loci. Furthermore, although a subset of genomic sites occupied by Mtgr1 occurs at Prdm14 motif-lacking sites, the high similarity of transcriptional changes observed upon loss of either protein suggests that the major impact of Mtgr1 on gene expression and cell identity of mESCs is in the context of its association with Prdm14. Moreover, our data suggest that Prdm14 can not only guide, but through change in its levels, quantitatively tune the degree of interaction of ubiquitously expressed Mtgr1 with chromatin.

Our results from the in vitro PGC-LC formation model strongly suggest that in addition to its role in mESCs, Mtgr1 is also a critical mediator of the Prdm14 function in germline development. Three lines of evidence support this notion: (i) Mtgr1 deletion; (ii) single point mutations in Prdm14 disrupting association with Mtgr1; and (iii) expression of a monobody targeting the Prdm14–Mtgr1 interaction surface, all of which hinder PGC-LC induction in vitro. It is therefore surprising that a *Mtgr1* mouse knockout strain has been reported as viable and fertile (Amann et al., 2005). However, it remains unclear whether this strain represents a true loss-of-function, because in the mouse targeting strategy, the first six exons are preserved (encoding amino acids 1–316, which span the Prdm14 interaction region and NHR2 domain involved in dimerization and association with mSin3/HDAC complex) (Rossetti et al., 2004). In light of our findings and aforementioned caveats, we suggest that the in vivo function of Mtgr1 in the germline should be revisited. It is also possible, however, that requirement for Mtgr1 in germ cell development in vivo can be fully or partially compensated by the other ETO proteins. Because residues that form the Prdm14 binding interface in Mtgr1 are conserved among the ETO family members, we expect that the other ETO proteins would bind directly to the Prdm14 pre-SET/SET regions and could therefore compensate for the absence of Mtgr1 function.

Our study provides novel insights into how pre-SET and SET regions might mediate high affinity protein–protein interactions. While many structures of the catalytic SET domains have been obtained with their substrates (typically, histone tails), to the best of our knowledge, our study represents the first structural analysis of the SET domain acting as a module for a high affinity protein–protein interaction. Interestingly, a comparison of our structure with that of the Prdm9–AdoHcy–histone peptide complex indicates that the surface of the Prdm14 pre-SET and SET regions engaged in interaction with Mtgr1 overlaps with surfaces other Prdm proteins use for binding to their histone peptide substrate (Figure 5—figure supplement 3B; [Wu et al., 2013]). Indeed, Mtgr1 Lys109 is in close proximity to Tyr355 that corresponds to the catalytic Tyr based on the consensus SET domain sequence (Smith and Denu, 2009). In Prdm9, the catalytic tyrosine Tyr356 along with Tyr276 and Tyr341 form the Lys4me2 binding pocket and are critical for catalytic activity (Wu et al., 2013). In Prdm14, the side chain of Tyr355 flips over (with respect to the conformation of Tyr357 in Prdm9) and interacts with K109 of Mtgr1. The location of K109 is distinct from that of Lys4me2 in Prdm9 (Figure 5—figure supplement 3C). In addition, the high affinity of the Prdm14–Mtgr1 interaction strongly suggests that Mtgr1 would be a poor substrate, given that a substrate needs to be released after catalysis for efficient enzyme reaction. We also note that His211 and Ala212 in the pre-SET region of Prdm14 occupy the S-adenosyl-L-methionine (SAM)-binding site (Figure 5—figure supplement 3A) and thus, at least in the context of the presented structure, preclude the binding of this cofactor necessary for methylation. Taken together, our results suggest that Mtgr1 Lys109 is unlikely to be an actual substrate for Prdm14-mediated methylation. Consistent with this notion, radioactive in vitro methyltransferase assays with recombinant Prdm14 and Mtgr1 proteins, their respective interaction mutants, as well as histone substrates, all failed to yield methyltransferase activity (not shown). However, we cannot exclude the possibility that under presently unknown conditions, such activity can ultimately be found. Regardless, our comparisons suggest that substrate-binding surfaces can, in some SET domain proteins, be co-opted for mediating high affinity protein–protein interactions, which may provide a molecular explanation as to why such surfaces are typically highly conserved even in SET domain proteins with no apparent catalytic activity.

Lastly, aberrant reactivation of the *PRDM14* locus is associated with a variety of human cancers, and mice overexpressing Prdm14 in blood cells develop early-onset T-cell acute lymphoblastic leukemia (T-ALL) (Carofino et al., 2013). We speculate that the oncogenic function of Prdm14 may be mediated by the formation of a complex with Mtgr1, which is broadly expressed and thus readily available for association in many different organ systems, or perhaps with other ETO proteins using the same interface. If this proves to be the case, inhibition of the Mtgr1-interaction surface on Prdm14 could be an attractive target for therapy as Prdm14 expression is restricted under non-pathological conditions to the preimplantation embryo and PGCs, reducing the risk of off-target effects on normal somatic tissues. Thus, the monobodies directed to Prdm14 generated in this study will be powerful tools for testing the 'druggability' of the Prdm14–Mtgr1 interaction. Indeed, we have introduced monobodies into CML cells and demonstrated the potential druggability of a domain interface in Bcr-Abl (Grebien et al., 2011). In addition, the crystal structure shows that Mb(S4) binds to a distinct surface of Prdm14. Because monobodies usually bind to functional sites on target proteins, we hypothesize that the Mb(S4) epitope may also be important for Prdm14 function, which will be a subject of future research. We emphasize that the genetically encoded monobodies are portable tools, as they can be readily introduced into different cells via transfection or viral transduction. This attribute should facilitate the investigation of Prdm14 functions in diverse contexts.

## Materials and methods

### Cell culture, line derivation and embryoid body formation

Stable lines expressing tagged Prdm14 were established from single colonies by transducing LF2 mESCs with FH-Prdm14 pTrip lentivirus for 24 hr, followed by selection with neomycin as described previously (Ma et al., 2011); these lines were used for immunoprecipitations followed by mass spectrometry experiments. *Stella:*GFP cells were a gift from A. Surani and were used for all other experiments and further genetic manipulations, unless indicated otherwise. This line contains a transgene spanning 10 kb upstream of the *Stella* transcriptional start site, exon1, intron1, and part of exon2, followed by *eGFP* fused in-frame and SV40 polyadenylation sequence. *Stella:*GFP line acts as a transcriptional reporter and has been previously shown to faithfully recapitulate endogenous *Stella* expression in mouse and mark PGCs as early as E7.5 (Payer et al., 2006). Stable double reporter lines (*Stella:*GFP and mCherry) were created by transfecting piggyBac Tet-On expression plasmid controlled by rtTA and doxycycline (mCherry alone or mCherry fused to Mb(S14)) with transposase and selected with blasticidin for 7 days. Single clones were picked and expanded further.

For maintenance, all mouse ESC lines were grown in so-called ‘2i+LIF’ medium that is serum-free N2B27-based medium supplemented with MEK inhibitor PD0325901 (0.8 μM) and GSK3β inhibitor CHIR99021 (3.3 μM) in tissue culture (TC) dishes pretreated with 7.5 μg/ml polyl-ornithine (Sigma) and 5 μg/ml laminine (BD) (Hayashi and Saitou, 2013; Hayashi et al., 2011). For ChIP-seq, RNA-seq and immunoprecipitation experiments, *Stella*:GFP mESC lines and FH-Prdm14 derivatives were cultured for 5 days in feeder-free conditions in Dulbecco's Modified Eagle Medium (DMEM)-high glucose medium (DMEM/high glucose; HyClone) containing 15% (v/v) fetal bovine serum, 1 mM glutamine, penicillin/streptomycin, 0.1mM nonessential amino acids, 0.1 mM 2-mercaptoethanol and supplemented with LIF (serum+LIF conditions).

To form embryoid bodies, Stella:GFP mESCs line of interest was maintained in a 15 cm Petri dish with serum culture medium without LIF, to allow aggregation as a hanging drop with 400 cells per drop (360 drops per mESC line). Cells were cultured for 4 days and half of them were collected for further analysis by RT-qPCR, while the other half was transferred into non-adherent Petri dish and allowed to grow for another 4 days (8 days total) before RT-qPCR analysis.

### EpiLC and PGC-LC differentiation

To induce mEpiLC differentiation, mESC were washed with phosphate-buffered saline, trypsinized, and strained. A total of about 100,000 cells per one well of 12-well plate were plated on TC dishes pretreated with 5 μg/ml fibronectin (Millipore) in N2B27-based medium supplemented with 1% KSR (Invitrogen) and 12 μg/ml bFGF (Peprotech). The mPGC-LCs were induced similarly to what has been described previously for 6 days (Hayashi and Saitou, 2013; Hayashi et al., 2011). Specifically, 1000–2000 mEpiLC cells were aggregated in a hanging drop in a serum-free medium (GMEM, Invitrogen) supplemented with 15% KSR, 0.1 mM NEAA, 1 mM sodium pyruvate, 0.1 mM 2-mercaptoethanol, penicillin/streptomycin, 1 mM glutamine and cytokines 500 ng/ml BMP4 (R&D Systems), 500 ng/ml BMP8a (R&D Systems), 100 ng/ml SCF (R&D systems), 50 ng/ml EGF(R&D systems), LIF. Where indicated doxycycline was added at the point of mPGC-LCs induction from mEpiLCs.

### RT-qPCR expression analysis

Total RNA was isolated with Trizol and afterwards treated with turbo DNase. For reverse transcription of mRNAs, we used 1 μg of DNAse digested RNA, random hexamer primers (5×TransAmp Buffer, Bioline) and reverse transcriptase (Bioline) in 20-μl reaction volume. qPCR analyses were carried out with SensiFAST SYBR No-ROX kit (Bioline) on LightCycler 480 II qPCR machine (Roche).

### RNA-seq

RNAs from at least two independent biological replicates of indicated cell lines were extracted with Trizol (Invitrogen), following the manufacturer’s recommendations. Ten micrograms of total RNA were subjected to two rounds purification using Dynaloligo-dT beads (Invitrogen). Purified RNA was fragmented with 10× fragmentation buffer (Ambion) and used for first-strand cDNA synthesis, using random hexamer primers (Invitrogen) and SuperScript II enzyme (Invitrogen). Second strand cDNA was obtained by adding RNaseH (Invitrogen) and DNA Pol I (New England BioLabs). The resulting double-stranded cDNA was used for Illumina library preparation and sequenced with Illumina Genome Analyzer. Following library preparation, samples were pooled and sequenced on an Illumina NextSeq instrument using 76 base-pair single-end reads on a NextSeq high output kit (Illumina) or HiSeq instrument using 51 base-pair single-end reads.

### Chromatin immunoprecipitation with sequencing

ChIP assays were performed from 10^7^ mESC per experiment, according to previously described protocol with slight modification (Rada-Iglesias et al., 2011). Briefly, cells were crosslinked with 1% formaldehyde for 10 min at room temperature and the reaction was quenched by glycine at a final concentration of 0.125 M. Chromatin was sonicated to an average size of 0.5–2 kb, using Bioruptor (Diagenode). A total of 5 μg of antibody was added to the sonicated chromatin and incubated overnight at 4°C. Subsequently, 50 μl of protein G Dynal magnetic beads were added to the ChIP reactions and incubated for ~4 hr at 4°C. Magnetic beads were washed and chromatin eluted, followed by reversal of crosslinks and DNA purification. ChIP DNA was dissolved in water. ChIP-seq and input libraries were prepared according to Illumina protocol and sequenced using Illumina Genome Analyzer. Following library preparation, samples were pooled and sequenced on an Illumina NextSeq instrument using 76 base-pair single-end reads on a NextSeq high output kit (Illumina).

### RNA-seq analysis

Quality of FASTQ files was assessed using FastQC software. Raw sequencing reads were aligned using Tophat against mm9 genomic index and with refseq gene models as available at illumina.com ftp site. Aligned reads were converted to counts for every gene using HTSeq and gene counts were further analyzed using R and DESeq2 package (Love et al., 2014). For the scatter plot we identified significantly affected transcripts and plotted RPKMs of transcripts significantly (q<0.05) affected by Prdm14 or Mtgr1 loss. We compiled from published literature a set of official gene symbols for representative marker genes characteristic for epiblast, extraembryonic endoderm and naïve lineages.

The heatmap was created by looking at top 100 genes with the highest variance across samples (topVarGenes). We looked at the amount by which each gene deviates in a specific sample from the gene’s average across all samples; thus, we centered and scaled each gene’s values across samples and then plotted a heatmap. To visualize sample-to-sample distances between different lines we used PCA, plotPCA function within DESeq2 package in R on the rlog-transformed counts.

### ChIP-seq analysis

Quality of FASTQ files was assessed using FastQC software. ChIPseq peak calls were done with MACS2 callpeak with default settings (https://pypi.python.org/pypi/MACS2). Superset of intervals was created by merging summits from all calls using mean shift algorithm with 300 bp bandwidth. The modal peaks were extended ± 300 bp and read coverage was calculated with bedtools. Regions with outlier counts in negative controls were excluded from further analysis.

### DNA sequence motif analysis

Motifs enriched in Mtgr1 ChIP peaks were obtained with SeqPos (He et al., 2010), using a set of 1884 coordinates for top Mtgr1 peaks with signal higher in Prdm14 overexpressing cells than in wt cells (Prdm14-dependent) and 1721 Mtgr1 peaks with signal higher in wt cell than in the Prdm14 overexpression background (Prdm14-independent). ChIP regions containing the MTGR1/Prdm14 motif were identified with FIMO with *P* value cutoff set to 0.001. In wt mESCs 64% of Prdm14-dependent sites contain the Prdm14 motif and 16% of Prdm14-independent sites contain the Prdm14 motif (p-value cutoff at 0.0003). This corresponds to odds ratio 9.84 and p<<10–16 in Fisher’s exact test.

### CRISPR/Cas9 targeting

Wt Cas9 plasmid pX330 was obtained from Addgene. The sgRNAs sequences were designed using Zhang Lab website (http://crispr.mit.edu/). 

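Both guides were matched to the mouse genome assembly NCBIM37 (mm9). The Prdm14 guide with its PAM, CGCCGCCGAGGACCAAATTTTGG, has 1 exact match in the genome, on chromosome 1 from 13115520 to 13115542 on the plus strand, while Prdm14 is on the minus strand (13103538 to 13117244). All 23 bases lie in coding sequence of exon 2 (13115247 to 13115937) of the 8 exons of transcript Prdm14-001. The plus strand around it reads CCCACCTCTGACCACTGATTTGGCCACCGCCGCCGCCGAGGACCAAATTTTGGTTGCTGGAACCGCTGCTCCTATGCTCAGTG. The Mtgr1 guide, GACTCTCGTTCTAGCCTTGGTGG, has 1 exact match, on chromosome 2 from 154330509 to 154330531 on the plus strand, which is also the strand of Cbfa2t2 (154262217 to 154365092). In transcripts Cbfa2t2-001, Cbfa2t2-002 and Cbfa2t2-003, 22 of its bases lie in exon 3 (154330289 to 154330530) and 1 lies in the following intron. Cas9 cleavage 3 bases from the PAM would fall between 154330525 and 154330526, 5 bases from the 3′ end of this exon. In Cbfa2t2-004 the same exon is number 2. In Cbfa2t2-005 the exon ends at 154330513, so that 5 bases of the guide lie in it and the cleavage site lies outside it. The sequence around this site reads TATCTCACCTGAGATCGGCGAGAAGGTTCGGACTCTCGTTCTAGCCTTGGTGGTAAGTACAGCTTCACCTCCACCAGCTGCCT.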

Guide for Prdm14 was in exon 2 (CGCCGCCGAGGACCAAATTTTGG, score 95) and guide for Mtgr1 was in exon 3 (GACTCTCGTTCTAGCCTTGGTGG, score 78). Note that guides against exons 1, 2, and 3 within Mtgr1 were designed as well as nickase version of Cas9 was used, but only aforementioned guide within exon3 produced mutations that resulted in the loss of protein. *Stella:*GFP mESC line was transfected with the desired sgRNA in pX330 plasmid together with piggyBac mCherry (transient transfection) using Lipofectamine 2000 (Life Technologies) according to the manufacturer’s instruction manual. Forty-eight hours post-transfection, we did single-cell sorting into 96-well plates on mCherry-positive cells, assuming that these cells got transfected with both mCherry and pX330 plasmids. The colonies that arose from single cells were screened for the presence of the deletion. The target sequence was amplified by PCR with specific primers from genomic DNA. We then picked a restriction enzyme close to the PAM sequence that upon mutation of the sequence would not be able to cut. For Prdm14, we used *Pfl*MI restriction enzyme, and for Mtgr1, we used *Sty*I restriction enzyme. Clones that could not be digested were further analyzed by doing PCR with specific primers from cDNA and subsequently Sanger sequencing. The results were analyzed with Sequencher 5.1 software and TIDE (Brinkman et al., 2014). Clones that were confirmed to have a mutation in cDNA were further validated for the presence of protein using Western blotting.

### Fluorescence-activated cell sorting

Cells carrying *Stella:*GFP reporter were used to monitor the efficiency of mPGC-LCs formation after 6 days of differentiation. Cells carrying dual reporter constructs (mCherry-S14 Mb and *Stella:*GFP) were PGC-LCs induced for 6 days with doxycycline after which the cells were analyzed. Differentiation was carried out in hanging drops as described. The cells were trypsinized, strained through a 30μm cell strainer and analyzed on an LSR Fortessa Analyzer (BD), data were analyzed further using FlowJo. For statistical analysis, Student’s t test was used to compare two normally distributed data sets. The analysis was done in R using unpaired t-test and paired t-test for the same cell population before and after doxycycline treatment. p<0.05 was considered to be statistically significant.

### Immunoprecipitation

Dignam nuclear extracts from mESCs were prepared as previously described (Peng et al., 2009). For immunoprecipitations, monobodies or antibodies that were used are listed in the antibody section below. Typically, 50–100 pmol of monobody and 50 μl of pre-washed M280 dynabeads were used per immunoprecipitation. For immunoprecipitations performed using antibodies, we used 5 μg of antibody and 75 μl of ProteinG-sepharose (Sigma) beads per immunoprecipitation. In double-step IP we first used FLAG M2-beads with peptide elution followed by incubation with HA antibody. If the immunoprecipitation was followed by mass spectrometry peptide identification, then the eluant was run on the one-dimensional SDS-PAGE gel, fixed and excised.

### Western blotting

Cells were lysed with radioimmunoprecipitation assay buffer (50 mM Tris HCl pH 8, 300 mM NaCl, 1% Triton X-100, 0.5% sodium deoxycholate, 0.1% SDS, 1mM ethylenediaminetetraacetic acid [EDTA]) containing protease inhibitors (Roche tablet) and 1 mM DTT. The protein concentration was estimated with Bradford reagent (Bio-Rad) and equal or indicated amounts of protein were run on 8% SDS-PAGE gels and transferred to nitrocellulose membranes. Antibodies used in this study are listed in the antibody section.

### Protein identification by mass spectrometry

In gel digestion was performed as previously reported (Shevchenko, et al., 2007) with the addition of Protease Max for increased peptide and protein solubility. The extracted peptides were dried using a speed vac and reconstituted in mobile phase A. The ultra performance liquid chromatography (UPLC) was a Waters M-class where mobile phase A was 0.2% formic acid, 5% dimethyl sulfoxide (DMSO), 94.8% water and mobile phase B was 0.2% formic acid, 5% DMSO, 94.8% acetonitrile. The UPLC was run at 300 nl/min from 4% mobile phase B to 35% mobile phase B followed by a wash and re-equilibration step. The mass spectrometer was an Orbitrap Fusion mass spectrometer set to acquire in a data dependent fashion to optimize cycle time and fragment ion acquisition. The RAW data was searched using Byonic against the Uniprot mouse database downloaded on 09/29/2015. The fixed modifications were Cys. propionamide, an the variable Met. oxidation, Asp. deamidation and N-terminal modifications. The data was filtered and presented at a 1% false discovery rate.

### Protein expression and purification

An expression vector for human PRDM14 (residues 238–487) with an N-terminal biotin-acceptor tag and C-terminal His_6_ tag based on the p28BIOH-LIC vector (GenBank accession EF442785) was kindly provided by Susanne Gräslund and Cheryl Arrowsmith (Structural Genomics Consortium). The genes for Prdm14 (residues 184–373) and Mtgr1 (residues 98–206) were assembled using synthetic oligonucleotides and cloned in the pHBT vector that adds an N-terminal His_6_ tag followed biotin-acceptor tag and a TEV cleavage site (Sha et al., 2013). The Mtgr1 construct in this vector contained a H200K mutation located outside the NHR1/TAFH domain due to a cloning artifact. For binding assays, all proteins were expressed in BL21 (DE3) cells containing pBirACm plasmid (Avidity) in the presence of 50 μM biotin to produce biotinylated proteins. The Prdm14-Mtgr1 fusion protein was designed to have a GSSGSSGS linker separating Prdm14 (residues 184–373) and Mtgr1 (98–206). The DNA sequences for these genes have been deposited to the GenBank.

All proteins were expressed as His_6_-tagged proteins as described. Proteins were purified using Ni-Sepharose gravity flow columns (GE Healthcare) and the monodispersity of these proteins was assessed by size-exclusion chromatography. For crystallization, the fusion tags were removed using tobacco etch virus (TEV) protease cleavage, and the tags were removed using Ni-Sepharose columns.

### Phage display and yeast display-based selection

The method of selecting target specific monobodies from phage and yeast display libraries has been previously described (Koide et al., 2012a, 2012b). Two monobody libraries (‘loop’ and ‘side’) were used to generate monobodies with diverse binding modes (Koide et al., 2012a). Each of these libraries contains approximately 10 billion unique monobody clones in which 16–26 residues are diversified using highly tailored amino acid combinations (Gilbreth and Koide, 2012; Koide et al., 2012a). Four rounds of phage display selection were performed using target concentrations of 100 nM, 100 nM, 75 nM and 50 nM. Streptavidin-coated magnetic beads (Streptavidin MagneSphere Paramagnetic Particles; Promega, Z5481/2) were used for immobilizing the target and captured phages were eluted with 0.1M Gly-HCl, pH 2.1. After gene shuffling among the selected clones within the enriched population (Koide et al., 2012a), the monobody-coding genes were transferred into a yeast display vector. We performed library selection by yeast surface display using magnetic beads in the first round followed by two rounds of FACS-based selection. Binding assay for testing the affinity and specificity of individual monobody clones was performed using yeast surface display as described previously (Sha et al., 2013).

### Bead-based binding assays

The general methods for bead-based assays have been described (Nishikori et al., 2012). In the assay, streptavidin-coated Dynabeads M280 beads (Invitrogen) at 20 μg/ml were incubated with 5 nM biotinylated target protein diluted in BSS/EDTA/DTT buffer (50 mM Tris–HCl, 150 mM NaCl, pH 8, 1 mg/ml bovine serum albumin, 1 mM EDTA, 0.1 mM DTT) for 30 min. The remaining free biotin-binding sites of streptavidin on the M280 beads were blocked with 5 μM free biotin for 30 min. Ten microliters of the target-immobilized beads were transferred to the wells of a 96-well filter plate (MultiScreen HTS HV, 0.45 μm, Millipore), drained using a vacuum manifold (MultiScreen HTS Vacuum Manifold, Millipore), and washed with 100 μl of BSS/EDTA/DTT buffer. Next, a biotinylated protein (biotinylation of the proteins was checked by their ability to bind to streptavidin beads) to be tested at various concentrations was added to individual wells and incubated for 30 min with gentle shaking. Then the wells of the filter plate were washed twice with 150 μl of the buffer, 20 μl of 10 μg/ml SAV-Dylight650 (ThermoFisher) in the buffer was added to the wells, and the plate incubated with shaking for 30 min. The wells were washed again and the beads resuspended in 140 μl buffer and analyzed using a Guava EasyCyte 6/l flow cytometer (Millipore).

### Crystallization of the Prdm14-linker–Mtgr1/Mb(S4) complex

Purified Prdm14-linker-Mtgr1 and Mb(S4) were mixed in the molar ratio of 1.0:1.3 and the complex was purified using a Superdex 75 16/600 size exclusion chromatography column (GE Healthcare) in 25 mM Tris pH 8.0, 100 mM NaCl, 0.2 mM TCEP. The protein complex was then concentrated to a final concentration of 15 mg/ml. Initial crystallization screening of ~ 500 conditions was carried out in 96-well plates using the hanging-drop vapor-diffusion method with a crystallization robot (Mosquito, TTP Labtech). Crystals used for data collection were obtained in 17% PEG3350 and 8% Tascimate pH 5.5, and were cryoprotected in 1:1 mix of Paratone and Paraffin oil and flash-cooled in liquid nitrogen prior to data collection. The Prdm14-linker–Mtgr1 protein was labeled with SeMet as described (Doublié, 1997), purified as a complex with the monobody and crystallized in a similar manner as the native proteins.

### Data collection, structure determination and refinement

X-ray diffraction data were collected at Beamline 19ID of the Advanced Photon Source (Argonne National Laboratory, Chicago, IL, USA) (Table 1). The data were indexed and integrated using HKL3000 (Minor et al., 2006). Molecular replacement using PHASER (McCoy et al., 2007) and MOLREP (Vagin and Teplyakov, 1997) with an hPrdm12 structure (PDB ID 3EP0) and the monobody backbone (PDB 3UYO) did not have sufficient scattering power to *generate* a solution with a signal-to-noise ratio that is high *enough* to be identified. Thus, we determined the structure through single-wavelength Se anomalous dispersion experiment. A total of eight Se sites were identified and refined using Autosol (Terwilliger et al., 2009), resulting in an overall figure of merit of 0.45 and Z-score of 43.1. These phases were then used against the SAD data for model building in phenix.autobuild (Adams et al., 2010). Iterative model building and refinement were done using the programs COOT (Emsley and Cowtan, 2004) and PHENIX (Adams et al., 2010).The structure refined from SAD data was later refined against the higher resolution native data at a 3.05 Å resolution. The final structures were analyzed using Procheck and Molprobity (Davis et al., 2004). Figures were made using Pymol (DeLano, 2002). The structure has 100% residues in the allowed regions of the Ramachandran plot with no outliers. The Molprobity score (2.16) is above average for structures refined at comparable resolutions.

### NMR spectroscopy

Uniformly ^15^N-labeled Prdm14-linker-Mtgr1 and ^15^N-labeled Prdm14 were prepared by growing bacterial cells in M9 minimal media supplemented with ^15^N-labeled ammonium sulphate (0.8 g l^-1^, Cambridge Isotope Laboratories). The labeled proteins were purified in the same manner as the unlabeled proteins described above. ^15^N-labeled Prdm14 in complex with unlabeled ^14^N-Mtgr1 was purified by gel filtration chromatography. NMR data was collected at 30°C on a 600 MHz Bruker AVANCE III Spectrometer. The samples used for data collection contained 50–200 μM protein in 50 mM Tris-Cl buffer pH 8.0 containing 150 mM NaCl and 0.2 mM TCEP supplemented with 10% D_2_O. All spectra were processed by the NMRPipe software (Delaglio, et al., 1995) and analyzed using SPARKY (Goddard and Kneller).

### Antibodies

Antibodies for Mtgr1 (Western and IP, ab53363, lot GR56108-2,4; ChIP, ab96161), V5tag (Western and IP, ab27671, lot GR186433-4), HA (ChIP, ab9110, lot GR146572-8) were from Abcam, and Suz12 (IP, 04–046) from Millipore. HA antibody (Western and IP, H3663), anti-Flag M2 agarose beads (A2220), M2 Flag antibody (Western, F1804) were from Sigma and dynabeads M280 streptavidin (11205D) were from Life Technologies.

How the deposited data were processed for this re-analysis (not part of the article)

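RNA-seq libraries of mouse embryonic stem cells were analysed: wt cells in serum+LIF (1 library) and in 2i+LIF (2), Prdm14−/− cells (2), FH-Prdm14 (2) and E294K (2) rescue lines of the same clones, Mtgr1−/− cells (3) and FH-Mtgr1 rescue lines (3). The authors aligned the reads to mm9 with Tophat, counted them on RefSeq gene models with HTSeq and tested the counts with DESeq2. The authors deposited RPKM values, 1 per gene and library, together with the gene length used, for 24015 genes. The design fixed before the data were examined had assumed counts and a count test. As the deposited values are RPKM, the test was changed to limma on log2 values.

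Each RPKM value multiplied by the gene's length and divided by the smallest step in its library gave a whole number of reads for 100.0% of the values, and these reads added up to between 10668572 and 21218414 per library (median 13793727). The reads served to give the depth, to compare libraries of a condition with a chi-square statistic and to run alternatives on counts per library. The comparison served only to find a library deposited more than once, and no pair agreed within sampling noise, so that none were merged. Which libraries are replicates was taken from the labels.

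Values were taken as log2(RPKM + 0.5). Genes with an RPKM of at least 1 in at least 2 libraries were kept (13477 genes). The pseudocount makes the fold changes of genes with low values smaller than those of the RPKM. A linear model with 1 mean per condition was fitted over all 15 libraries with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), and p-values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The wt serum+LIF condition has 1 library, so its comparisons take the spread from the replicates of the other conditions. Shares of genes are given with Wilson 95% intervals, which treat genes as independent and cover counting error only. Principal components were computed on the 500 genes with the highest variance in 13 libraries, or on the 898 genes with the highest median absolute deviation in 15, and libraries were clustered on the 100 genes with the highest variance. Other steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Gene positions, GC content and guide sites came from NCBIM37, the assembly also called mm9. Transcript GC content was found for 12046 of the 13477 genes.

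The fits were tested on simulated data with 200 changed genes. In the comparison of 3 with 3 libraries 214 genes were called, with 100% of the changed genes recovered and 14 false calls. In the comparison with the single wt library 205 were called, with 98.5% recovered and 8 false calls. Comparisons with no simulated change gave 1 and 0 calls. The simulation gave all genes and conditions the same dispersion, changed genes by the same factor up and down, and let no single library deviate. The real pairs differed in spread, with a chi-square per degree of freedom of 3.26 for the E294K and 64.5 for the 2i+LIF libraries. The simulation therefore cannot show how many calls against the single wt library are false. A simulated GC distortion gave 395 false calls, and 0 after the adjustment for GC content (lowess with a span of 0.3), which could also remove real changes related to GC content. A simulated distortion by gene length gave 2268 false calls, and 12 after an adjustment for gene length by the same smoothing.

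The genes named are those the paper names for the RNA-seq, the targeted genes, the genes labelled in Fig. 3B as specific to Prdm14 overexpression, and the 3 genes with the largest change in each direction of a comparison past the threshold for which every library of one group lay above every library of the other and the mean CPM over both groups was at least 5. Y-linked genes and Xist were read as a check of the clones. Alternatives set before the data were examined were no filter on low values, only the compared conditions in the fit, a replicate block by parental clone, other reference libraries, other numbers of genes and linkage in the clustering, and leaving out single libraries. Alternatives chosen after the data were seen were pseudocounts of 0.1 and 1, median-of-ratios scaling, a stricter filter, voom on the reads computed back, counts without gene length, an adjustment for GC content, an adjustment for gene length (for the difference between the rescue lines) and most fits that left out a library for shares of genes and for PCA. The ChIP-seq samples were not analysed here.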

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

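For the difference between the rescue lines, the tests of scaling, of clone C3, of an adjustment for gene length and of the Prdm14 level were chosen only after the result was seen, as was the test of condition for Rmrp, and the settings that adjust for GC content were chosen after GC content was seen to track the difference of clone C3.

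The effects of adding back Prdm14 and adding back Mtgr1 to their knockout cells differed at 4238 of 13477 genes, in a test of the difference of the fold changes (an interaction term) in limma with Benjamini-Hochberg adjustment. This fit had no replicate block by parental clone. Such a block raised the number for Prdm14−/− cells against the FH-Prdm14 lines from 3390 to 5729, and no value with it is given for the interaction. Across fits that each left out 1 Mtgr1−/− or FH-Mtgr1 library, the number for the interaction was from 3472 to 4440. A batch that includes clone C3 was tested by leaving out that Mtgr1−/− library, which gave 4440 genes. The authors' scaling was tested with median-of-ratios scaling, which gave 4280 genes. Its factors lay between 0.94 and 1.08 and shift all genes of a library nearly alike. The test of scaling could hardly remove the difference, and no conclusion is drawn from it. With values adjusted for GC content 4835 genes differed. Neither leaving out clone C3 nor the adjustment for GC content removed the difference. With gene length, the difference of the fold changes had a Spearman rho of 0.145 across genes, a value between the limits set for and against a length bias. With values adjusted for gene length 4462 genes differed, so that gene length does not fully explain the difference, while a part of it cannot be told apart from gene length bias. As a biological explanation, the amount of Prdm14 messenger RNA was considered. In RPKM, Prdm14 was 35.4 times the wt serum+LIF value in the FH-Prdm14 lines, while Cbfa2t2 in the FH-Mtgr1 lines was 0.658 times the wt value. Neither ratio gives the restored amount, as the rescue cDNA is counted together with the mutated gene and over the gene length. These ratios were known beforehand and were not related to the genes that differ. The E294K lines, with 35.2 times the wt value of Prdm14, differed from the FH-Prdm14 lines at 2633 genes. Whether the amount of Prdm14 contributes cannot be told from these values.

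Rmrp, a small noncoding RNA that the paper does not report on, was 11.0 times as high in the highest library as in the wt serum+LIF library (5609 RPKM in 2i+LIF replicate 2 against 508 RPKM). The other 2i+LIF library had 106 RPKM. Rpph1 and Rprl3 varied likewise, with 1781 and 43.8 RPKM of Rpph1 in those 2 libraries. The condition of the cells was tested within Mtgr1−/− cells, where the highest library had 23.5 times the Rmrp of the lowest, so that libraries of the same condition also differ. Low depth was tested with the reads of the library with the lowest value, which had 40 Rmrp reads. A library batch was tested across genes: the difference of Mtgr1−/− clone C3 from A3 and C1 correlated with that of FH-Prdm14 from E294K lines at an r of 0.321, with these RNAs left out, above the limit set for a shared batch. The same difference of clone C3 had a Spearman rho of 0.044 with gene length and of 0.576 with transcript GC content. Genes are not independent replicates in these correlations. A library batch with a GC bias is a candidate explanation that the tests leave open, and the labels give no batch. The paper names a NextSeq and a HiSeq instrument with different read lengths, without assigning libraries to them. The variation cannot be told apart from such a batch.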

How the results depend on the processing

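The cause of the changes listed here was not tested. Set before the data were examined were the fits without a filter on low values, with only the compared conditions, with a replicate block, with other reference libraries, gene numbers or linkage, and most fits without single libraries for numbers of genes and named genes; the other settings were chosen after the data were seen, among them the pseudocounts, the scaling, voom, the stricter filter, the adjustment for GC content and all settings for the E294K lines against wt serum+LIF cells. Not run, because the values are RPKM, were the alternatives with edgeR or DESeq2 tests, their size factors, rlog values and log2 CPM from edgeR. Numbers of genes were not taken from fits that leave 1 library in an arm of 2, so that numbers for these arms lack that check. Of the values of the main results under settings set before, 61 kept their direction and, for tests, their side of the threshold, or stayed within the limits for a change, and 211 did so under the later settings. Among the former, Prdm14 overexpression stayed past the threshold with wt 2i+LIF as the reference, but its fold on the log2(RPKM + 0.5) scale went from 29.6 to 3.91. The values outside these limits are given next.

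The number of genes for Prdm14−/− cells against wt serum+LIF cells went from 3423 to 625 with only the compared conditions in the fit and to 5321 with the FH-Mtgr1 lines as reference. For Prdm14−/− cells against the FH-Prdm14 lines it went from 3390 to 2025 with an RPKM of at least 1 in every library, 5729 with the replicate block and 5845 with the block and the adjustment for GC content. For the E294K lines against the FH-Prdm14 lines it went from 2633 to 1579 with the stricter filter, 7214 with only the compared conditions, 5413 with the block and 5055 with the block and the GC adjustment, and for the E294K lines against Prdm14−/− cells from 4435 to 7111 with the block. For the FH-Mtgr1 lines against wt serum+LIF cells, 369 genes became 0 with only the compared conditions (3102 at an unadjusted p under 0.05) and from 18 to 184 across the 3 fits that each left out 1 library. For the FH-Prdm14 lines against wt serum+LIF cells, 1687 became 5058 with only the compared conditions and 5600 with the FH-Mtgr1 lines as reference. For the FH-Prdm14 lines against wt 2i+LIF cells, 3163 became 1794 with the stricter filter and 626 with only the compared conditions. For wt 2i+LIF against wt serum+LIF cells, 3084 became 0 with only the compared conditions (1593 at an unadjusted p under 0.05). For the E294K lines against wt serum+LIF cells, 7 became 14 and 18 with pseudocounts of 0.1 and 1, 107 without a filter, 16 with the stricter filter, 21 with median-of-ratios scaling, 14 with voom, 87 with the GC adjustment and 3425 with only the compared conditions.

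The share of genes upregulated in both knockouts, 43.9%, became 38.5% without a filter, 48.8% with the GC adjustment, 31.7% with each knockout's own rescue lines as reference, 36.5% with no shared library, 32.8% with a log2 fold change of at least 1 asked of both, and from 41.2 to 42.4% with single libraries left out. The share of genes lower in the FH-Mtgr1 lines, 92.6%, became 90.8% with a pseudocount of 0.1, 90.4% with median-of-ratios scaling, 90.8% with voom and from 89.1 to 91.7% with single libraries left out. That of genes lower in the FH-Prdm14 lines, 58.1%, became 54.5% with a pseudocount of 0.1, 49.1% with the stricter filter, 73.2% with the GC adjustment, 76.4% with the replicate block and 83.5% with the block and the GC adjustment, where the block settings for these shares were chosen after the data were seen. The share of 2i+LIF changes found in the FH-Prdm14 lines, 27.3%, became 25.3% and 28.9% with pseudocounts of 0.1 and 1, 29.0% with the stricter filter, 29.6% with voom, 22.5% with the GC adjustment and 35.9% with no shared library. The correlation of the fold changes of the 2 knockouts, 0.68, became 0.326 with the own rescue lines, 0.48 with no shared library and from 0.594 to 0.713 with single libraries left out. The number of genes higher only in the FH-Prdm14 lines, 174, became 27 with the stricter filter and 114 with the GC adjustment. The stricter filter removes genes with low values in the other lines by its design, so that the fall to 27 says nothing about stability.

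The median position of the E294K lines, 0.386, became 0.467 without a filter, 0.310 with the stricter filter and from 0.279 to 0.481 with single libraries left out. The variance on PC1, 51.4%, became 40.5% with a pseudocount of 0.1, 60.8% with counts without gene length, 40% with all genes, 48.2% with 15 libraries and from 46.9 to 56.3% with single libraries left out. The distance ratio of the knockout centroids, 0.597, became 0.805 with all genes and from 0.466 to 0.828 with single libraries left out. That of the FH-Prdm14 centroid, 0.858, was from 0.218 to 1.31 with single libraries left out, and the highest value, 1.31 without 2i+LIF replicate 1, puts the FH-Prdm14 lines closer to wt serum+LIF. That of the FH-Mtgr1 centroid, 0.281, became 0.251 with a pseudocount of 0.1, 0.328 with all genes and from 0.237 to 0.306 with single libraries left out. The E294K centroid, at 0.472 of the way from FH-Prdm14 to Prdm14−/−, lay from 0.304 to 0.776 with single libraries left out. The side of the first split that holds the knockouts had from 4 to 8 libraries with single libraries left out.

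Named genes changed the sign of their log2 fold change as follows. Prdm14 in Mtgr1−/− against wt serum+LIF cells (-0.001) was 0.01 with a pseudocount of 1, 0.12 with median-of-ratios scaling, 0.22 with voom, 0.09 with the GC adjustment, 0.25 against the FH-Mtgr1 lines and from -0.21 to 0.38 with single libraries left out, the highest without clone C3. Prdm14 in Prdm14−/− against wt serum+LIF cells (-0.04) was 0.03 with median-of-ratios scaling, 0.04 with voom, 0.03 with the GC adjustment and from -0.41 to 0.33 with single libraries left out. Prdm14 in E294K against FH-Prdm14 lines (0.01) was from -0.26 to 0.28 with single libraries left out. In Prdm14−/− cells, Dnmt3b was 2.38 against the FH-Prdm14 lines and -0.53 against wt cells, and Gata6 (0.66 against wt cells) was from -0.01 to 1.33 with single libraries left out. In Mtgr1−/− cells against the FH-Mtgr1 lines, fits that each left out 1 library gave from -0.53 to 0.10 for Zfp42 (-0.25 with all libraries), from -0.18 to 0.01 for Klf4 (-0.12) and from -0.52 to 0.27 for Klf2 (-0.06). Gata6 in E294K against FH-Prdm14 lines (-0.09) was 0.20 with the GC adjustment and from -0.23 to 0.05 with single libraries left out.

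Of the other values of named genes under settings chosen before the data were examined, 541 kept their direction and side of the threshold or stayed within the spread, 21 no longer passed the threshold, 21 came to pass it and 15 moved by more than the spread. Under the later settings 489 stayed, 6 no longer passed and 7 came to pass. The wt serum+LIF condition has a single library, so that no fit could leave it out, and every comparison with it rests on the spread of the other conditions.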

Differences from the paper's values

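The paper gives Prdm14 in the FH-Prdm14 lines as about 5 to 6 times the level of wt cells. Its text does not say whether this is RNA or protein, or in which medium the wt cells were measured. The mean RPKM of these lines was 35.4 times the value of the single wt serum+LIF library, so that unlike measures may be compared here. Of the alternatives set before the data were examined, wt 2i+LIF as the reference gave 3.93, which is within 1.5 times the lower of the paper's values but not of the upper. Leaving out clone G6 or F10 of the FH-Prdm14 lines (28.8 and 42) did not close the gap to either.

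The other values of the paper are from Fig. 3A, read by eye. The mean of Fgf5 in Prdm14−/− cells was 14.0 RPKM against the paper's about 7.5 RPKM, that of Pou3f1 122 RPKM against the paper's about 67 RPKM and that of Krt19 166 RPKM against the paper's about 92 RPKM. In Mtgr1−/− cells Dnmt3b was 258 RPKM against the paper's about 160 RPKM, Krt19 174 RPKM against the paper's about 100 RPKM and H19 1172 RPKM against the paper's about 610 RPKM. For these genes and cells, none of the alternatives set before the data were examined, which leave out 1 library each, closed the gap. Fgf5 in Mtgr1−/− cells was 6.28 RPKM against the paper's about 4.1 RPKM. Leaving out clone A3 gave 5.69 RPKM, within the limit, and leaving out C1 (6.58) or C3 (6.57) did not close the gap. Fgfr2 in Prdm14−/− cells was 13.4 RPKM against the paper's about 8.6 RPKM, with 12.2 RPKM, within the limit, without clone G6 and 14.6 RPKM, outside it, without F10. Tbx3 in Mtgr1−/− cells was 3.58 RPKM against the paper's about 5.5 RPKM. It came within the limit without clone A3 (3.7 RPKM) or C1 (3.68 RPKM) and not without C3 (3.36 RPKM). Tet2 in wt serum+LIF cells was 17.8 RPKM against the paper's about 11 RPKM. It has a single library, and no alternative was run for it.

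The paper states that the larger part of the genes upregulated in either knockout is upregulated in both, and that most differentially expressed genes rose in both. Here 43.9% were upregulated in both knockouts, counting any increase in the second one, with from 31.7 to 48.8% in all settings run, and of the genes past the threshold in either knockout 36.6% were higher and 49.7% lower in both. For Mtgr1−/− cells against wt serum+LIF cells, 2007 genes were higher and 2985 lower, and for Prdm14−/− cells against wt serum+LIF cells 1576 and 1847. In Prdm14−/− cells more genes were higher than lower under 2 alternatives set before the data were examined, with only the compared conditions (412 and 213) and with the FH-Mtgr1 lines as reference (3051 and 2270). Against the own rescue lines, 3537 genes were higher and 3514 lower in Mtgr1−/− cells, and 1531 higher and 1859 lower in Prdm14−/− cells. In both knockouts more genes were higher than lower under 3 settings chosen after seeing the values. For Mtgr1−/− and Prdm14−/− cells in turn, median-of-ratios scaling gave 2606 higher and 2402 lower and 1812 higher and 1480 lower, voom 2660 higher and 2638 lower and 1901 higher and 1654 lower, and the adjustment for GC content 2568 higher and 2477 lower and 1360 higher and 1147 lower. Median-of-ratios scaling, which voom also used, and the adjustment for GC content centre the values of each library. The RPKM scales each library to its counted reads. None of these settings can show which direction prevails. The paper tested counts with DESeq2 and not the RPKM. The paper's statement on differentially expressed genes follows its heatmap of the 100 most variable genes. Of the 100 most variable genes here, 59 were higher in both knockouts, and from 53 to 75 in the other settings run.

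The paper lists Dnmt3b among the genes upregulated in Mtgr1−/− cells as in Prdm14−/− cells. In Fig. 3A, read by eye, it is at about 81 RPKM in Prdm14−/− cells against about 100 RPKM in wt cells, the direction also found here. Its log2 fold change against wt cells was -0.53 in Prdm14−/− cells (adjusted p = 0.36) and 0.78 in Mtgr1−/− cells (adjusted p = 0.143), in limma with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, the own rescue lines as reference gave 2.38 in Prdm14−/− cells and 1.39 in Mtgr1−/− cells, both past the threshold, and with only the compared conditions Dnmt3b passed it in Mtgr1−/− cells (adjusted p = 0.0362 from limma with Benjamini-Hochberg adjustment), as it did with voom, chosen after seeing the values (adjusted p = 0.0473 from limma with Benjamini-Hochberg adjustment). Wnt8a, in the same list, had 1.13 in Prdm14−/− cells (adjusted p = 0.0529 from limma with Benjamini-Hochberg adjustment). It passed against the FH-Prdm14 lines (2.60), an alternative set before the data were examined, and with a pseudocount of 1, chosen after seeing the values (adjusted p = 0.0488 from limma with Benjamini-Hochberg adjustment). Wnt8a and Zfp42 are listed as changed against the FH-Mtgr1 lines too, where the log2 fold changes were 0.44 (adjusted p = 0.178) and -0.25 (adjusted p = 0.533) in limma with Benjamini-Hochberg adjustment. Without FH-Mtgr1 clone C3, an alternative set before the data were examined, Wnt8a passed the threshold (0.73), and no setting run brought Zfp42 past it. Tbx3 and Zfp42 are listed among the genes that fell in Mtgr1−/− as in Prdm14−/− cells, and both were lower in Prdm14−/− cells here without passing the threshold. Tbx3 had -0.68 (adjusted p = 0.355), and Zfp42 had -1.09 (adjusted p = 0.113), in limma with Benjamini-Hochberg adjustment. Both passed it against the FH-Prdm14 lines (-2.62 and -1.88), an alternative set before the data were examined, and in no other setting run that gives a test.

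The paper describes the FH-Prdm14 lines as closer to wt 2i+LIF than to wt serum+LIF cells. The numbers of differing genes were 3163 and 1687. With only the compared conditions in the fit, an alternative set before the data were examined, the order was the paper's, with 626 genes for the FH-Prdm14 lines against wt 2i+LIF cells and 5058 for the FH-Prdm14 lines against wt serum+LIF cells. The chi-square per degree of freedom was 64.5 between the 2i+LIF libraries and 5.12 between the FH-Prdm14 libraries. The fit against wt serum+LIF cells takes its spread from the FH-Prdm14 pair alone, so that the order cannot show which condition is closer. In the PCA, the ratio of the distances of the FH-Prdm14 centroid was 0.858, and 1.31 without 2i+LIF replicate 1. Other alternatives set before the data were examined kept the paper's order. This ratio was 0.218 without 2i+LIF replicate 2, 0.634 with all genes past the filter and 0.812 with all 15 libraries. In Fig. 6C, read by eye, H19 has the shading of genes without a significant change between E294K and FH-Prdm14 lines and Tet2 that of genes with one. Here H19 had a log2 fold change of 1.65 (adjusted p = 0.0183) and Tet2 of 0.85 (adjusted p = 0.153) in limma with Benjamini-Hochberg adjustment. Of the alternatives set before the data were examined, Tet2 passed the threshold with only the compared conditions (adjusted p = 0.00484) and with the replicate block (adjusted p = 0.00923) in limma with Benjamini-Hochberg adjustment, and H19 passed it in each setting run that gives a test.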

Other observations

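The tests of other splits of the libraries, all 3 tests of Y-linked genes and the test of power for the E294K lines were chosen only after the result was seen, and the tests of GC content after GC content was seen to track the difference of clone C3.

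For Mtgr1−/− cells against the FH-Mtgr1 lines, 7051 genes differed at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment. Of the 4 splits of the 6 libraries into 3 and 3 that part as many libraries of the same clone, 1 gave as many genes, the real one, and the others gave 0, with from 146 to 469 genes at an unadjusted p under 0.05. With so few splits the share could not fall below 0.05 whatever the values, so that the share cannot decide. The remaining 6 splits each part a single same-clone pair and also gave 0 genes, with from 73 to 685 at an unadjusted p under 0.05. The 7051 genes of the real split, against 0 in each of the others, argue against a random split. With values adjusted for GC content, 7106 genes differed. With the replicate block and clones A3 and C1 exchanged between the knockout and rescue lines, 6786 genes differed, against 6613 with the block by the labels. The condition of the cells remains as a hypothesis for the difference.

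Reads on Y-linked genes did not follow the clone labels of the Mtgr1 lines. Clone A3 had 4 reads on 4 Y-linked genes in Mtgr1−/− cells and 1190 in the FH-Mtgr1 line, clone C1 had 1780 and 7, and clone C3 414 and 1265. Low depth was tested: at the level of the FH-Mtgr1 line, 1780 reads would be expected in Mtgr1−/− clone A3. An exchange of labels A3 and C1 in one arm was tested on genes outside the Y chromosome, where deviations from the condition means correlated better with the labels exchanged, by a difference in r of 0.099, just under the limit set. Loss of the Y chromosome in culture was tested on other lines: Prdm14−/− clone G6 had 0.114 times the Y-linked reads of the E294K line of that clone, after scaling to depth. A loss of the Y chromosome and an exchange of labels may each explain the pattern, and it cannot be told apart from an exchange. No biological explanation by condition was tested.

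The correlation of the fold changes of the 2 knockouts, 0.68 across genes, was tested against technical explanations. It was 0.48 with no library shared, 0.326 with each knockout against its own rescue lines, which also share no library, 0.378 with no library shared and without Mtgr1−/− clone C3, 0.655 as a partial rank correlation given gene length and 0.635 given transcript GC content, each above the limit of 0.2 set for a technical cause. Genes are not independent replicates. A shared response to the loss of Prdm14 and of Mtgr1 is a hypothesis that these tests leave open; reads from other cells were not tested. Scaling was changed in a pair of settings chosen after the data were seen, where r was 0.676 with median-of-ratios scaling and 0.662 with voom. Each uses a single factor per library, which shifts the log2 values of all genes of a library nearly alike and so can hardly change r.

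For the E294K lines against wt serum+LIF cells, 7 genes differed in limma with Benjamini-Hochberg adjustment, with 1993 at an unadjusted p under 0.05. The number depends on which conditions share the estimate of the spread: with only the E294K and wt serum+LIF libraries in the fit, a setting chosen after the data were seen, 3425 genes differed, and the other settings run gave from 14 to 107. A lack of power with the single wt library was tested with the FH-Prdm14 lines, which have as many libraries and differed from it at 1687 genes. A library batch was tested with the difference of Mtgr1−/− clone C3 from A3 and C1, which correlated with that of the FH-Prdm14 lines from the wt serum+LIF library at an r of 0.319 across genes, above the limit set. The difference between E294K and FH-Prdm14 lines had a Spearman rho of -0.397 with transcript GC content, and that between E294K lines and the wt serum+LIF library one of 0.217. Other comparisons also tracked GC content: rho was 0.51 for Prdm14−/− cells and 0.508 for the FH-Prdm14 lines against the wt serum+LIF library, 0.354 for wt 2i+LIF against wt serum+LIF cells and -0.418 for the E294K lines against Prdm14−/− cells. With values adjusted for GC content, 87 genes differed for the E294K lines against wt serum+LIF cells and 1307 for the FH-Prdm14 lines against wt serum+LIF cells, so that GC content does not fully explain the small number in the fit of all 15 libraries. A library batch that the E294K and wt libraries share remains a candidate explanation, which these libraries cannot separate from the condition of the cells. No biological explanation was tested.

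Prdm14 messenger RNA was at 1.96 and 3.60 RPKM in the Prdm14−/− clones and 2.77 RPKM in wt serum+LIF cells, so that its amount does not tell the knockout from wt cells in serum+LIF. As the paper reports an aberrant transcript in both clones, this amount is no test of the knockout.

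Of the 1726 genes lower at least 2-fold in Mtgr1−/− cells than in the wt serum+LIF library, 1492 (86.4%) were higher in the FH-Mtgr1 lines than in Mtgr1−/− cells at an adjusted p under 0.05 in limma with Benjamini-Hochberg adjustment, and 320 of 836 such genes of Prdm14−/− cells (38.3%) were higher in the FH-Prdm14 lines. With the parental clone as a replicate block, chosen for these shares after the data were seen, they were 86.2% and 58.7%. The genes were chosen on the same knockout libraries that were then compared with the rescue lines, which can raise these shares. Among the naïve pluripotency genes, Tbx3 was at 15.2, 17.0 and 31.2 RPKM in the FH-Mtgr1 lines against 16.9 RPKM in wt serum+LIF cells, Klf4 at 7.24, 7.26 and 7.61 RPKM against 28.0 RPKM, and Esrrb at 32.6, 30.1 and 37.1 RPKM against 92.2 RPKM.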
